# Cell integrity limits ploidy in budding yeast

**DOI:** 10.1093/g3journal/jkae286

**Published:** 2025-01-13

**Authors:** Juliet Barker, Andrew Murray, Stephen P Bell

**Keywords:** polyploidy, genome doubling, cell surface stress, cell cycle, cell size

## Abstract

Evidence suggests that increases in ploidy have occurred frequently in the evolutionary history of organisms and can serve adaptive functions to specialized somatic cells in multicellular organisms. However, the sudden multiplication of all chromosome content may present physiological challenges to the cells in which it occurs. Experimental studies have associated increases in ploidy with reduced cell survival and proliferation. To understand the physiological challenges that suddenly increased chromosome content imposes on cells, we used *S. cerevisiae* to ask how much chromosomal DNA cells may contain and what determines this limit. We generated polyploid cells using 2 distinct methods causing cells to undergo endoreplication and identified the maximum ploidy of these cells, 32–64C. We found that physical determinants that alleviate or exacerbate cell surface stress increase and decrease the limit to ploidy, respectively. We also used these cells to investigate gene expression changes associated with increased ploidy and identified the repression of genes involved in ergosterol biosynthesis. We propose that ploidy is inherently limited by the impacts of growth in size, which accompany whole-genome duplication, to cell surface integrity.

## Introduction

Great diversity exists in the amount of genetic material that cells contain among organisms across life’s domains (Cavalier-Smith 1982). Further, individuals from the same species, and cells from the same individual, can vary greatly in their amount of genetic material, including their ploidy (Fankhauser 1945; Mortimer 1957; Swarup 1959; Orr-Weaver 2015; Robinson *et al*. 2018; Small *et al*. 2021). Much of this diversity arises as a result of polyploidization, the multiplication of whole chromosomal content within a cell.

Although rules for determining the optimal ploidy for a cell type are unknown, evidence suggests that a cell’s ploidy is subject to evolutionary pressures. For example, polyploidy is prevalent in both organismal and cancer evolution (Bielski *et al*. 2018; reviewed in Zack *et al*. 2013; Van de Peer *et al*. 2017). Because cells that polyploidize are typically impeded in their ability to survive and proliferate (Ramsey and Schemske 1998; Andalis *et al*. 2004; Fujiwara *et al*. 2005; Fox *et al*. 2010), the persistence of polyploid organisms and cells suggests that polyploidy can confer adaptive evolutionary advantages in surviving progeny. In addition, endopolyploidy, which arises from cell cycles in which genome duplication is not followed by cell division, is essential to the development of some multicellular organisms (Edgar and Orr-Weaver 2001). In these cases, endopolyploidy appears to serve as an adaptation in cells with specialized functions that require increased cell size, gene expression, or metabolic rate (reviewed in Orr-Weaver 2015).

Ploidy consistently correlates with and has been proposed to determine cell size (Cavalier-Smith 1982). An association between cell size and ploidy has been observed in budding (Mortimer 1957) and fission yeast (Neumann and Nurse 2007), angiosperms (Jovtchev *et al*. 2006; Robinson *et al*. 2018), and many vertebrates (Fankhauser 1939; Swarup 1959; Henery and Kaufman 1992; Ganem *et al.* 2014; Gibeaux *et al*. 2018; Small *et al*. 2021). This widely shared correlation between ploidy and cell size suggests that genomic DNA imposes a minimum cell size. Further, when *S. cerevisiae* cells grow without DNA replication, they exhibit defects in gene expression, intracellular signaling, and cell cycle progression that are alleviated by increasing their ploidy (Neurohr *et al*. 2019). Together, these observations suggest that the amount of DNA within cells affects their form and physiology—and further that cells may contain too little DNA for their size, to the detriment of their physiology.

In this study, we used *S. cerevisiae* to ask the opposite question: what happens when cells undergo multiple rounds of DNA replication without intervening mitoses and cell divisions? We used 2 methods to alter the cell cycle so that successive rounds of DNA replication continually increase ploidy. We used these cells to address 2 questions: what is the maximum ploidy of *S. cerevisiae* cells and what determines this limit? We identify the range of ploidies that cells can reach, and demonstrate that reducing cell surface stress increases the maximum ploidy.

## Materials and methods

### Yeast strains

All yeast strains used in this study were derived from a W303 base strain. All strains and their genotypes and source are listed in Supplementary Table 3. PCR products were used for gene deletions and replacements as described in Longtine *et al*. (1998), and transformations were carried out by lithium acetate heat shock method (Schiestl and Gietz 1989). Transformed strains were mated and sporulated and tetrads dissected by micromanipulation to obtain desired genotypes.

### Yeast culture conditions

Cells were grown in yeast extract and peptone supplemented with adenine (0.055 mg/mL) and either 2% dextrose (YPD), 2% dextrose and 1 M sorbitol (YPD + sorbitol), or 2% dextrose and 0.5 M NaCl (YPD + NaCl). All time-course experiments were initiated with cells growing in log phase (0.2 < OD_600_ < 0.8) in their respective media and diluted to OD_600_ of 0.2 in equivalent, sterile media. All cultures of cells were maintained in log-phase growth throughout the duration of time-course experiments by diluting the culture with sterile medium. This sterile medium contained 15 μg/mL nocodazole when added to *mad1*Δ*  bub2*Δ cells. Cell culture was conducted at 30°C for *mad1Δ bub2Δ* cells and 24°C for exponentially growing, haploid *cdc24-1  swe1Δ* cells. To induce genome duplication in *cdc24-1  swe1Δ* cells, cells were cultured at 37°C in a shaking water bath.

### Induction of genome duplication

To induce genome duplication in *mad1Δ bub2Δ* cells, the cells were treated with 15 μg/mL nocodazole (Millipore Sigma) at the initiation of each experiment. Nocodazole was dissolved to a concentration of 10 mg/mL in DMSO (Millipore Sigma). To prevent the effects of cells’ adaptation to the presence of nocodazole, an additional 7.5 μg/mL of nocodazole was added to cultures every 4 h. Volume equivalents of DMSO were added to all exponentially growing *mad1Δ bub2Δ* control cultures. To induce genome duplication in *cdc24-1  swe1Δ* cells, the cells were added to flasks prewarmed to 37°C in a shaking water bath at the initiation of each experiment and grown at 37°C for the durations of the experiments. Exponentially growing *cdc24-1  swe1Δ* control cultures were maintained at 24°C in a shaker with air cooling.

### Antifungal drug treatments

To determine appropriate concentrations of antifungal drugs to treat endomitotic cells for our desired experiments, *mad1Δ bub2Δ* cells were grown in a SpectraMax iD5 microplate reader (Molecular Devices) in the presence of varying concentrations of the drugs with continuous orbital shaking and OD_600_ measurements every 10 min, in the absence of nocodazole, at 30°C. For *cdc24-1  swe1Δ* cells, the same conditions were used, except at room temperature. To determine the effects of antifungal drug treatment on endomitotic cells, the cells were treated with 8 μg/mL fluconazole (Millipore Sigma), 0.44 μg/mL terbinafine (Thermo Fisher), 0.3 μg/mL amorolfine (ApexBio), and 24.7 ng/mL amphotericin B (Millipore Sigma), in cell culture flasks.

### Cell volume determination

All cell volumes were determined by volume displacement using a Multisizer 3 (Beckman Coulter) and ISOTON II electrolyte (Beckman Coulter).

### Flow cytometry

All flow cytometry was conducted using a CytoFLEX flow cytometer (Beckman Coulter) and CytExpert acquisition software (Beckman Coulter). 50,000 cells were analyzed for all samples. FlowJo v10.7.2 (Becton Dickinson) was used to plot and conduct statistical analysis of all flow cytometry data.

### Quantification of cell viability

Cell staining for quantification of viability was performed as follows. Cells were collected by centrifugation, resuspended in solution containing 0.2 μM SYTOX Green Nucleic Acid Stain (Thermo Fisher Scientific), and incubated for 10 min, protected from light, before analysis by flow cytometry. SYTOX green intensity was measured using a 488-nm laser and 525/40 (FITC) band-pass filter. For cells grown in YPD, this solution was 50 mM sodium citrate. For cells grown in YPD + 1 M sorbitol, this solution was 1 M sorbitol, and for cells grown in YPD + 0.5 M NaCl, this solution was 0.5 M NaCl. Parameters and thresholds used to quantitate cell viability are depicted in Supplementary Fig. 8.

### Quantification of DNA content

Preparation of cells for DNA content analysis was performed as follows. Cells were fixed in 70% ethanol at −20°C overnight. Cells were collected by centrifugation, resuspended in 50 mM sodium citrate containing 250 mg/mL ribonuclease A (Thermo Fisher Scientific), and incubated at 37°C overnight. Cells were collected by centrifugation, resuspended in 50 mM sodium citrate containing 2 μM SYTOX Green Nucleic Acid Stain (Thermo Fisher Scientific), and incubated at room temperature for 2 h, protected from light. Cells were briefly sonicated to reduce clumps and analyzed by flow cytometry. SYTOX green intensity was measured using a 488 nm laser and 525/40 (FITC) band-pass filter. To determine the percentage of cells in samples displaying DNA contents of interest (1C, 2C, 4C, 8C, 16C, 32C), cells were binned and the frequency of cells in each bin was quantified. Since mean FITC values vary slightly in each experiment, the values delineating each bin were chosen uniquely for each experiment and kept constant for all samples in the same experiment. Across experiments, the values delineating each bin were chosen to correspond to local minima nearest the following values: FITC pulse area = 33–55 [arbitrary units (AU); 1C bin], FITC pulse area = 55–120 (AU; 2C bin), FITC pulse area = 120–235 (AU; 4C bin), FITC pulse area = 235–450 (AU; 8C bin), FITC pulse area = 450–890 (AU; 16C bin), and FITC pulse area = 890–2,700 (AU; 32C bin).

### Live-cell microscopy

Live-cell microscopy was conducted on a Delta Vision ultra-widefield fluorescence microscope (GE Healthcare) with a 60× 1.42 NA objective lens (Olympus), sCMOS camera, and temperature control chamber. Acquire Ultra software (GE Healthcare) was used for image acquisition, and SoftWoRx software (GE Healthcare) was used for image deconvolution. *mad1Δ bub2Δ* cells were mounted onto pads of YPD agar containing 30 μg/mL nocodazole and imaged, intermittently, at 30°C. *cdc24-1  swe1Δ* cells were mounted onto 2X synthetic complete (SC) medium (“SC Medium 2016”) agar pads and imaged, intermittently, at 37°C.

### Quantitative transcriptomics

#### RNA extraction

Cells were collected for RNA extraction by centrifugation, resuspended in diethyl pyrocarbonate-treated water, and immediately flash-frozen in liquid nitrogen. Total RNA was extracted from cells using an RNEasy Mini kit (QIAGEN) and the manufacturer's protocol for RNA extraction from yeast with the following specifications. Cells were mechanically lysed by bead milling using a FastPrep-24 5G instrument (MP Biomedicals). Samples contained between 0.5×10^6^ and 2×10^7^ cells, 600 μL of acid-washed glass beads (Sigma-Aldrich) and 600 μL lysis buffer (with β-mercaptoethanol), in 2-mL tubes, and were agitated for 2–8 rounds of 60 s at 6.5 m/s, with chilling on ice for 5-min intervening rounds, until cells were completely lysed. Complete lysis was confirmed by microscopy. The concentration and integrity of the extracted total RNA were determined using a 2100 BioAnalyzer (Agilent).

#### cDNA library generation and sequencing

mRNA was isolated and fragmented using an NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs), and cDNA was synthesized, ligated to adaptors, and PCR-amplified for sequencing using an NEBNext Ultra II RNA Library Prep Kit for Illumina (New England BioLabs). Sequencing was conducted on NovaSeq6000 using an S4 flow cell (Illumina).

#### Sequencing data analysis

RNA-seq analysis was conducted using the nf-core/rnaseq pipeline (Ewels *et al*. 2020) with STAR for genome alignment and Salmon for transcript quantification (Patro *et al.* 2017). The *S. cerevisiae* S288c R64-1-1 assembly was used for the reference genome, sourced from the Saccharomyces Genome Database (Engel *et al.* 2022).

#### Differential expression testing

DESeq2 (Love *et al*. 2014) was used to test for differential gene expression in the condition of increased ploidy. Two independent tests of differential expression were conducted, each including 3 types of cells. One test included: (1) (polyploid) *mad1Δ bub2*Δ cells treated with nocodazole, (2) (diploid, arrested) *MAD1  BUB2* cells treated with nocodazole, and (3) (haploid, cycling) *mad1Δ bub2*Δ cells not treated with drug. The other test included: (1) (polyploid) *cdc24-1  swe1*Δ cells grown at 37°C, (2) (diploid, arrested) *cdc24-1  swe1*Δ, *cdc20-1* cells grown at 37°C, and (3) (haploid, cycling) *cdc24-1  swe1*Δ cells grown at 25°C. Each aforementioned cell type was represented with samples from the same culture at 0 h (experiment initiation), 4, 8, 12, and 16 h—except for haploid, cycling cells for which only 2 time points were represented, 0 and 16 h. For both tests, 3 biological replicate samples were included. To each individual sample subjected to RNA-seq, a mean DNA content value was assigned. To calculate this value, the DNA content of 50,000 cells (sampled at the same time and from the same culture as those cells used for RNA-seq) was first measured. Next, particles were removed before calculating the mean DNA content of those remaining, in 2 ways. First, the ratio of FITC pulse area to FITC pulse height was calculated and particles for which this value was >1.39 were discarded to remove cell doublets. Next, particles with a FITC pulse area <30 (AU) were discarded, to remove debris below 1C DNA content. From all remaining particles, the mean FITC pulse area (DNA content) value was calculated (Supplementary Fig. 3). The continuous variable DNA content was used to calculate the log_2_ fold change in each gene, per unit DNA content, and generate a Wald test *P*-value, using DESeq2.

#### Other statistical analysis

Gene Ontology (GO) Term Finder (version 0.86) from the Saccharomyces Genome Database was used to test for the enrichment of genes assigned to common GO terms. The list of 51 genes whose change in expression was considered significant in both *mad1Δ bub2*Δ and *cdc24-1  swe1*Δ polyploid cells was queried, and GO terms for which corrected *P*-value < 0.05, and false-discovery-rate < 10%, were considered statistically significant.

## Results

### Manipulating the cell cycle to assess maximal ploidy

To determine the maximum ploidy that *S. cerevisiae* cells can reach, we generated cells that increase in ploidy by undergoing endomitosis, DNA replication followed by incomplete mitosis (Fig. 1a). We postulated that by measuring the maximal ploidy of cells in which the accumulation of genomic DNA is achieved by distinct means, we could identify the maximum genomic DNA content.

**Fig. 1.**
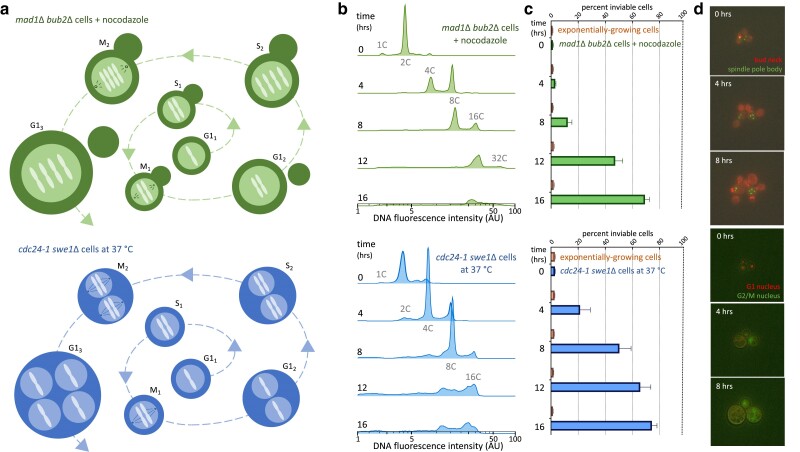
The maximal ploidy of *S. cerevisiae* is 16C–32C. a) Schematic of 2 cell types modified to undergo whole-genome duplication through endomitosis. b) DNA content during growth of endomitotic cells. Representative single experiments are shown. Additional replicate experiments and DNA content of exponentially growing control cells are included in Supplementary Fig. 5. c) Cell inviability, in cells undergoing endomitosis, and in exponentially growing control cells. Values are the mean of 3 experiments and were determined using a membrane-impermeant, fluorescent, nucleic acid stain. d) Fluorescence microscopy of live, endomitotic cells. *mad1Δ bub2*Δ cells express Cdc3-mCherry and Spc42-GFP fusion proteins, marking the bud neck and spindle pole bodies, respectively. *cdc24-1  swe1Δ* cells express a Whi5-mCherry and Clb2-GFP fusion proteins, marking the nucleus in G1 and G2/M phases, respectively.

To induce genome duplication without nuclear division, we inactivated the checkpoints that monitor the assembly and positioning of the mitotic spindle. We deleted *MAD1*, which is required for the spindle checkpoint (Li and Murray 1991), and *BUB2*, which is required for the spindle position checkpoint (Bloecher *et al*. 2000; Pereira *et al*. 2000). We treated the cells lacking these checkpoints with nocodazole, which depolymerizes microtubules and prevents spindle formation. Under these conditions, chromosomes do not segregate and the cell cycle arrest normally imposed by the spindle and spindle position checkpoints does not occur. In each cell cycle, the mother cell retains the entire duplicated genome in its nucleus, resulting in increasingly polyploid mother cells and daughter cells lacking DNA.

To induce genome duplication without cell division, we used cells carrying a temperature-sensitive allele of *CDC24* and lacking *SWE1*. *CDC24* is essential for bud formation (Hartwell *et al.* 1973) and *SWE1* inhibits cell cycle progression into mitosis in the absence of bud formation (Sia *et al*. 1996). When grown at the restrictive temperature, *cdc24-1  swe1*Δ cells do not bud and do not undergo the nuclear cycle delay normally imposed by *SWE1* in the absence of a bud. Although chromosome segregation and nuclear division occur within the nuclei of these nondividing cells, the replicated genomes are retained in the mother cell, resulting in complete genome duplication in each cell cycle.

By measuring DNA content over several generation times, we found that both cell types reach a common maximal ploidy of 16C–32C after 12 h of growth (Fig. 1b, Supplementary Fig. 5). Although most cells do not exceed 16C in DNA content, 16.2% (range 11.2–19.2%) of *mad1Δ bub2*Δ cells and 0.4% (range 0.1–0.7%) of *cdc24-1  swe1*Δ cells display a DNA content of greater than 16C, with none exceeding 32C (Fig. 1b). Cells allowed to grow for an additional 4 h did not show further increases in ploidy (Fig. 1b; 16 h). We conclude that 16C–32C is the maximal DNA content in the 2 conditions we tested.

Although many cells reach 16C, many cells in the populations containing these cells are inviable (Fig. 1c). Based on the entry of a membrane-impermeant dye, the fraction of inviable cells increases continuously with DNA content in each strain. In controls that do not increase in ploidy, achieved either by omitting nocodazole (*mad1Δ bub2*Δ cells) or growing cells at a permissive temperature (*cdc24-1  swe1*Δ cells), cell viability remains high and constant over the same experimental duration (Fig. 1c). We conclude that increased ploidy due to endomitosis reduces cell viability.

### Polyploidy is associated with changes in gene expression

What limits the maximal ploidy of endomitotic cells? We characterized the changes in gene expression accompanying increased ploidy using RNA-seq. We hypothesized that gene expression changes correlated with increased ploidy could identify the cellular structure or physiology that limits maximal DNA content. Such changes could reflect causes of cell inviability at maximal ploidy, or adaptive responses that maintain cell viability at maximal ploidy, for example.

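Gene expression was measured by RNA sequencing of poly(A)-selected RNA in 2 sets of cells, 1 for each way of inducing endomitosis. The *mad1Δ bub2Δ* test compared *mad1Δ bub2Δ* cells treated with nocodazole (polyploid), *MAD1 BUB2* cells treated with nocodazole (arrested) and *mad1Δ bub2Δ* cells without nocodazole (cycling). The *cdc24-1 swe1Δ* test compared *cdc24-1 swe1Δ* cells at the restrictive temperature (polyploid), *cdc24-1 swe1Δ cdc20-1* cells at the restrictive temperature (arrested) and *cdc24-1 swe1Δ* cells at the permissive temperature (cycling). Polyploid and arrested cells were sampled at 0, 4, 8, 12 and 16 h, and cycling cells at 0 and 16 h, with 3 replicate cultures of each. Each test therefore held 36 libraries, 15 of polyploid, 15 of arrested and 6 of cycling cells, and there were 72 libraries in all. The authors aligned the reads with STAR, estimated the counts of each gene with Salmon and deposited the estimates rounded to whole numbers, without normalization. They also deposited log2(TPM + 1), in which ribosomal RNA shares the fixed TPM total of each library.
In the *mad1Δ bub2Δ* test, the total count per library was 5136065 to 9222406 in polyploid cells (median 6957823), 3136810 to 8337155 in arrested cells (median 6468755) and 7104629 to 8820729 in cycling cells (median 7915531). It was 1597321 to 9987276 in polyploid cells (median 7210903) of the *cdc24-1 swe1Δ* test, 3101783 to 7736298 in arrested cells (median 6039529) and 5647146 to 9646255 in cycling cells (median 8084709). Ribosomal RNA took at most 7.33% of the counts in arrested cells of the *cdc24-1 swe1Δ* test, and up to 47.6% in 1 library of its polyploid cells, at 12 h. The estimated counts were normalized by edgeR's TMM method, and genes with low counts were removed by its filterByExpr function. Each gene's log2 expression was then fitted on the mean DNA content of the culture, without further covariates, by edgeR's quasi-likelihood test over the 36 libraries of a test. The slopes are given as log2 changes per 100000 arbitrary units (AU) of DNA content. A gene was called when its p-value was under 0.05 after Bonferroni adjustment over all genes of the test.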

To identify a gene expression signature characteristic of increased ploidy, we quantified transcripts from endomitotic cells sampled every 4 h, over a total of 16 h. 

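Each library was assigned the mean DNA content of its culture, the mean fluorescence pulse area of stained cells in flow cytometry, given here in kilo-AU (kAU). In polyploid *mad1Δ bub2Δ* cells it was 102 ± 4.79 kAU (SD, n = 3 cultures) at 0 h, 239 ± 37.7 at 4 h, 360 ± 17.5 at 8 h, 454 ± 8.50 at 12 h and 442 ± 14.5 at 16 h. In polyploid *cdc24-1 swe1Δ* cells it was 108 ± 4.46 kAU at 0 h, 186 ± 6.49 at 4 h, 283 ± 19.4 at 8 h, 284 ± 24.3 at 12 h and 264 ± 16.7 at 16 h. The mean at 16 h was 4.34 times that at 0 h in *mad1Δ bub2Δ* cells and 2.44 times that at 0 h in *cdc24-1 swe1Δ* cells, and all 3 cultures at 16 h lay above all 3 at 0 h (two-sided exact permutation test, p = 0.1 in each, the smallest p that 3 cultures against 3 allow). Between 12 and 16 h the mean fell to 0.973 times its value in *mad1Δ bub2Δ* cells (unpaired exact permutation test, p = 0.4) and to 0.929 times in *cdc24-1 swe1Δ* cells (unpaired exact permutation test, p = 0.3). Compared within cultures, all 3 cultures of each fell, with changes of −20.3 to −5.07 kAU and −28.9 to −11.0 kAU (exact sign-flip test, chosen after the values were seen, p = 0.25 in each, the smallest p that 3 cultures allow). Arrested cells held 81.6 ± 0.649 kAU at 0 h and 97.9 ± 1.03 at 16 h in the *mad1Δ bub2Δ* test, with the highest mean between them at 4 h (112 ± 2.40). In the *cdc24-1 swe1Δ* test they held 82.1 ± 0.223 kAU at 0 h and 85.1 ± 3.57 at 16 h, with the highest mean at 8 h (111 ± 1.37). Cycling cells held 90.7 ± 2.69 kAU at 0 h and 85.7 ± 2.50 at 16 h in the *mad1Δ bub2Δ* test, and 106 ± 1.43 and 90.7 ± 7.81 in the *cdc24-1 swe1Δ* test.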

In parallel, we measured the DNA content of the cells at each sampling (Supplementary Fig. 3). From these measurements, we identified genes whose expression changes significantly with the continuous variation in DNA content that occurs in endomitotic cells as they reach maximal ploidy.

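In the *mad1Δ bub2Δ* test, 6025 genes were tested and 191 were called, 114 with a slope above 0 and 77 with a slope below 0. The 77 include *BUB2* (slope −3.30, Bonferroni-adjusted p = 0.0035 from edgeR), which is deleted in the polyploid and cycling cells of this test. For *cdc24-1 swe1Δ*, 6028 genes were tested and 290 were called, 166 above 0 and 124 below. The median slope of all tested genes was −0.022 in the *mad1Δ bub2Δ* test and 0.00071 in the *cdc24-1 swe1Δ* test. Benjamini-Hochberg adjustment in place of Bonferroni's called 1116 genes (527 up, 589 down) and 1813 genes (991 up, 822 down). Time points of the same culture are not independent, and with the culture as a block 40 genes were called in the *cdc24-1 swe1Δ* test (19 up, 21 down), the largest relative change of that count. Each culture is of a single cell type, so the block also takes out all differences between cell types. Cell type alone as a covariate left 26 genes called up and 46 down. The drop therefore cannot be put down to the dependence of time points alone. The largest relative change in the *mad1Δ bub2Δ* test came with the Benjamini-Hochberg threshold. Without polyploid culture 1, 2 or 3, the *mad1Δ bub2Δ* test called 105, 98 or 83 genes, and the *cdc24-1 swe1Δ* test 150, 147 or 149.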

We assessed gene expression in additional cells to disentangle changes in gene expression induced directly by polyploidy from those induced by the increase in cell size. Specifically, we measured gene expression in cells that grew in size without increasing in ploidy. 

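In the *mad1Δ bub2Δ* test, the arrested cells carried both checkpoint genes that the polyploid and cycling cells lack. *BUB2* (YMR055C, chromosome XIII of the R64 assembly, 386101 to 387021) had 0 counts in all 21 *mad1Δ bub2Δ* libraries, where a count of 0 allows up to 3, and 46 to 117 counts in the 15 *MAD1 BUB2* libraries. *MAD1* (YGL086W, chromosome VII, 347119 to 349368) had 121 to 349 counts in the *mad1Δ bub2Δ* libraries and 372 to 1012 in the *MAD1 BUB2* libraries, so its deletion is not seen as an absence of counts. Between 0 and 16 h, 3478 genes changed in the arrested cells at a Benjamini-Hochberg adjusted p under 0.05 from edgeR (1908 up, 1570 down). In the polyploid cells of this test, 2701 genes changed over the same time (1395 up, 1306 down).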

To compare with polyploid *mad1Δ bub2*Δ cells, we treated cells with intact checkpoints (*MAD1  BUB2*) with nocodazole, causing them to arrest prior to anaphase with 2C DNA content (Dustin 1984). To compare with polyploid *cdc24-1  swe1*Δ cells, we introduced a temperature-sensitive allele of *CDC20, cdc20-1,* into *cdc24-1  swe1*Δ cells. 

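*SWE1* (YJL187C, chromosome X, 76803 to 79262), which is deleted in all cells of this comparison, had 0 counts in the 21 *cdc24-1 swe1Δ* libraries and in 14 of the 15 libraries of the arrested cells. The library labelled as the second replicate of the arrested cells at 16 h held 152 counts of *SWE1*, and was kept. Without it, 280 genes were called for a change with DNA content in this test. The arrested strain is of the other mating type. *STE3*, which MATα cells express, lay at 30.9 to 749 CPM in its libraries and at no more than 24.4 CPM in those of the other 3 strains. *STE2*, which MATa cells express, lay at 6.80 to 556 CPM in its libraries and at no less than 105 CPM in the others. The lowest *STE3* value and the highest *STE2* value were those of the library with *SWE1* counts. In these arrested cells 3128 genes changed between 0 and 16 h (1685 up, 1443 down), and in polyploid *cdc24-1 swe1Δ* cells 2974 genes (1566 up, 1408 down).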

At restrictive temperature, these cells arrest in mitosis with 2C DNA content because they cannot activate the anaphase-promoting complex (Sethi *et al*. 1991). We compared the gene expression changes in these cells to those in endomitotic cells and to those in exponentially growing and dividing, haploid *mad1Δ bub2*Δ (not treated with nocodazole) and *cdc24-1  swe1*Δ (at 24°C) cells, over the course of 16 h. 

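The cycling cells also changed over the 16 h, in 2238 genes in the *mad1Δ bub2Δ* test (1201 up, 1037 down) and in 822 genes in the *cdc24-1 swe1Δ* test (414 up, 408 down). The difference between the changes of polyploid and arrested cells was tested directly, as the change of polyploid cells from 0 to 16 h minus that of arrested cells. In the *mad1Δ bub2Δ* test this difference had a Benjamini-Hochberg adjusted p under 0.05 from edgeR in 1441 genes (682 higher in polyploid cells, 759 lower), and in the *cdc24-1 swe1Δ* test in 716 genes (262 higher, 454 lower). With a single arrested culture left out, the count in the *mad1Δ bub2Δ* test fell to 867, 871 or 869 genes. The count in the *cdc24-1 swe1Δ* test fell to 272 without arrested culture 1, to 336 without arrested culture 3 and to 374 without polyploid culture 2.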

By doing so, we controlled for the effects of genotype, experimental treatment, and enlarged cell size in our experiment, allowing us to detect gene expression specific to increased ploidy.

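Of 5959 genes tested in both tests, 30 were called in both, 17 with slopes above 0 and 13 with slopes below 0. With each test's calls among these genes placed at random, 9.21 would be shared (exact hypergeometric test, p = 6.1e-09, which treats genes as independent). No gene was called in both tests with slopes of opposite sign, and 175 genes had opposite signs at an unadjusted p under 0.05 in both. At the Benjamini-Hochberg threshold, 440 genes were called in both tests, 370 in the same direction and 70 in opposite directions. *TRS65* (YGR166W, chromosome VII, 830515 to 832197) had a slope of 0.50 (standard error 0.036, Bonferroni-adjusted p = 1.3e-12 from edgeR) in the *mad1Δ bub2Δ* test and 0.57 (standard error 0.062, Bonferroni-adjusted p = 2.5e-07 from edgeR) in the *cdc24-1 swe1Δ* test. The other rising genes were *ERT1*, *PCA1*, *SSK22*, YCR099C, *EMA35*, YCR101C, *NSI1*, *HKR1*, *MRX1*, *SEC24*, *SGN1*, *URA2*, *RIM21*, YNR065C, YNR066C and *CSS3*, with slopes in the *mad1Δ bub2Δ* test of 0.15 to 0.66. The 13 falling genes were *GPX2*, *VAC17*, *UBP6*, *OCH1*, *ERG25*, *PRP31*, *DAM1*, *GPA1*, *FAR1*, *ERG3*, *ERG5*, *DSE3* and *AIM44*. The counts of YNR065C are uncertain, because 3336 of its bases are 91.5% identical to *VTH1* and *VTH2* and the counting could share reads among them. With cell type as a covariate 5 genes were called in both tests, 2 of them among the 30. With the culture as a block, 3 genes were called in both, 1 of them among the 30. With DESeq2's Wald test in place of edgeR, 51 genes were called in both tests, including the 30. Without *mad1Δ bub2Δ* polyploid culture 2 or 3, 18 or 15 genes were called, and without *cdc24-1 swe1Δ* polyploid culture 3, 19 genes.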

Using this comparison, we identified 51 genes that change in expression significantly in association with ploidy (Fig. 2a; Supplementary Table 2, Supplementary Data). The relative expression of selected genes with time since the induction of endomitosis is plotted in Fig. 2b and Supplementary Fig. 9. 

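Changes over time were computed for each library as log2 CPM, with a prior count of 2, minus the mean at 0 h of the same cells. *GPX2* (YBR244W, chromosome II, 707528 to 708016) fell by 1.27 ± 0.74 (SD, n = 3) on the log2 scale within 4 h and by 1.56 ± 0.37 at 16 h in polyploid *mad1Δ bub2Δ* cells. In polyploid *cdc24-1 swe1Δ* cells it fell by 1.66 ± 0.19 within 4 h and by 1.30 ± 0.16 at 16 h. In arrested cells its change at 16 h was 0.14 ± 0.58 and −0.26 ± 0.60, after 0.91 ± 0.27 at 8 h in the *cdc24-1 swe1Δ* test. *DSE3* (YOR264W, chromosome XV, 818866 to 820158) fell by 1.70 ± 0.10 at 16 h in polyploid *mad1Δ bub2Δ* cells, after a lower value at 8 h (−2.23 ± 0.25), and by 0.93 ± 0.31 at 16 h in polyploid *cdc24-1 swe1Δ* cells. Arrested cells of the *mad1Δ bub2Δ* test had their lowest *DSE3* value at 4 h, −1.28 ± 0.03, were at −0.15 ± 0.12 at 8 h and were lower again at 16 h, at −0.43 ± 0.27. Those of the *cdc24-1 swe1Δ* test were at −0.52 ± 0.49 at 16 h. The fall of *DSE3* over 16 h in arrested cells was called in both tests (Benjamini-Hochberg adjusted p = 0.024 and 0.032 from edgeR). *TRS65* rose to 2.05 ± 0.04 at 16 h in polyploid *mad1Δ bub2Δ* cells and 1.11 ± 0.25 in polyploid *cdc24-1 swe1Δ* cells, and also rose in arrested cells, to 0.52 ± 0.23 and 0.77 ± 0.09.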

Forty-six of these genes are altered in expression in the same direction in both *mad1Δ bub2Δ* and *cdc24-1  swe1Δ* cells (e.g. Fig. 2b, *SEC24*). 

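Each of the 46 listed genes of the same direction had slopes of the listed sign in both tests, and so had the 5 of opposite direction. Because the list was chosen on these libraries, these counts are not independent evidence. All 51 listed genes passed the Benjamini-Hochberg threshold in each test. Past the Bonferroni threshold were 39 of them in the *mad1Δ bub2Δ* test and 38 in the *cdc24-1 swe1Δ* test, with 30 past it in both, 9 in the *mad1Δ bub2Δ* test alone, 8 in the *cdc24-1 swe1Δ* test alone and 4 in neither. Their absolute slopes ran from 0.12 to 0.66 in the *mad1Δ bub2Δ* test and from 0.16 to 1.54 in the *cdc24-1 swe1Δ* test.

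**Figure D1:**
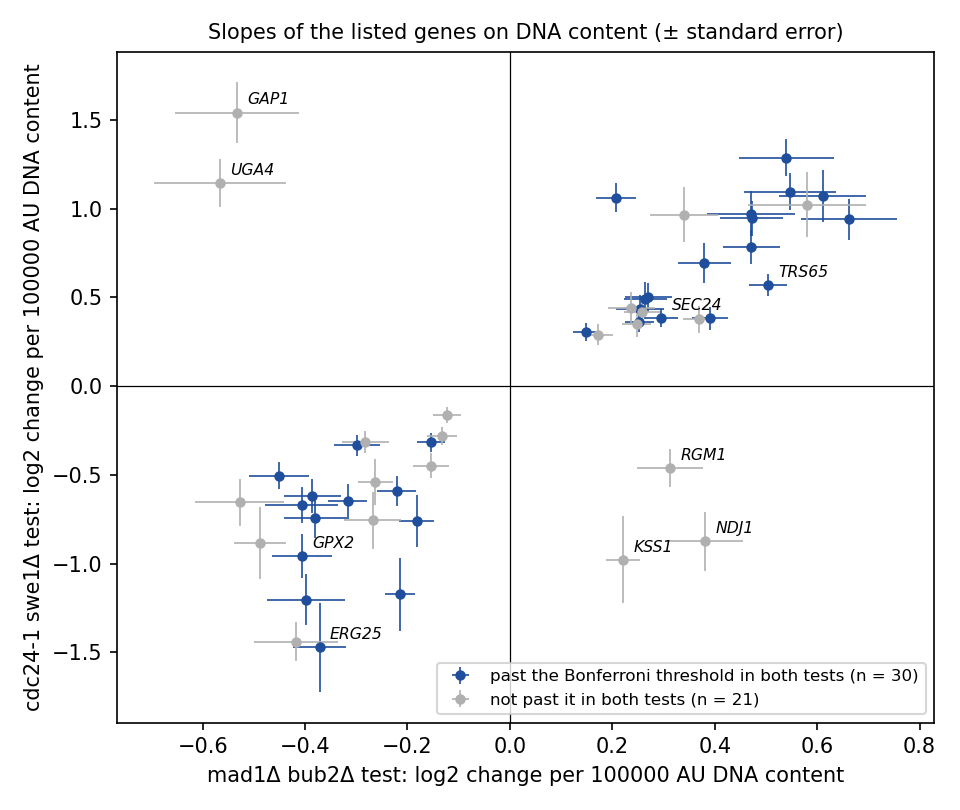
Slopes of the 51 listed genes on DNA content (log2 change per 100000 AU) in the *mad1Δ bub2Δ* test (x axis) and the *cdc24-1 swe1Δ* test (y axis), each point a gene and each bar a standard error. The 30 genes past the Bonferroni threshold in both tests are blue and the other 21 are gray. *GAP1*, *UGA4*, *NDJ1*, *KSS1* and *RGM1* lie in the areas of opposite sign.

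*SEC24* (YIL109C, chromosome IX, 157385 to 160165) had a slope of 0.30 (standard error 0.033, Bonferroni-adjusted p = 6.1e-07 from edgeR) in the *mad1Δ bub2Δ* test and 0.38 (standard error 0.052, Bonferroni-adjusted p = 5.4e-05 from edgeR) in the *cdc24-1 swe1Δ* test. In polyploid *mad1Δ bub2Δ* cells it changed by 0.13 ± 0.12 (SD, n = 3) at 8 h and rose by 1.29 ± 0.26 at 12 h and 1.11 ± 0.10 at 16 h. In polyploid *cdc24-1 swe1Δ* cells it rose by 0.55 ± 0.18 at 12 h and 0.32 ± 0.19 at 16 h. The change at 16 h in arrested cells was −0.16 ± 0.13 and 0.15 ± 0.08. The larger rise of *SEC24* in polyploid than in arrested cells over 16 h had a Benjamini-Hochberg adjusted p of 1.2e-05 from edgeR in the *mad1Δ bub2Δ* test and 0.682 in the *cdc24-1 swe1Δ* test.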

A further 5 genes were induced significantly in 1 polyploid cell type, but repressed in the other (e.g. Fig. 2b, *GAP1*). 

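*GAP1* (YKR039W, chromosome XI, 515063 to 516871) had a slope of −0.53 (standard error 0.12, Bonferroni-adjusted p = 0.498 from edgeR) in the *mad1Δ bub2Δ* test and 1.54 (standard error 0.17, Bonferroni-adjusted p = 4.8e-07 from edgeR) in the *cdc24-1 swe1Δ* test. Polyploid *mad1Δ bub2Δ* cells fell to −3.5 ± 0.03 (SD, n = 3) at 16 h and arrested cells of that test to −2.23 ± 0.23. Polyploid *cdc24-1 swe1Δ* cells rose to 2.37 ± 0.34 at 8 h and were at 1.06 ± 0.38 at 16 h. *UGA4* (YDL210W, chromosome IV, 84270 to 85985) had slopes of −0.57 and 1.14 (Bonferroni-adjusted p = 0.493 and 1.8e-06 from edgeR). *NDJ1* had slopes of 0.38 and −0.87. *RGM1* (YMR182C, chromosome XIII, 624532 to 625167) had slopes of 0.31 and −0.46 (Bonferroni-adjusted p = 0.111 and 0.786 from edgeR). *KSS1* (YGR040W, chromosome VII, 575398 to 576504) had slopes of 0.22 and −0.98 (Bonferroni-adjusted p = 4.5e-04 and 1 from edgeR). With DESeq2's Wald test, all 5 genes were called in both tests. The difference between the slopes of the 2 tests was called for each of the 5 genes.
The slope of *KSS1* in the *cdc24-1 swe1Δ* test reversed to 0.42 with cell type as a covariate, 0.43 with the culture as a block, 0.32 without arrested cells and 0.38 in polyploid cells alone. At 0 h, *KSS1* stood at 195 CPM in the arrested cells, which are of the other mating type, and at 36.6 in the polyploid cells. In polyploid *cdc24-1 swe1Δ* cells it rose over 16 h by 0.81 on the log2 scale (Benjamini-Hochberg adjusted p = 4.1e-04 from edgeR), to 64.1 CPM.

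**Figure D2:**
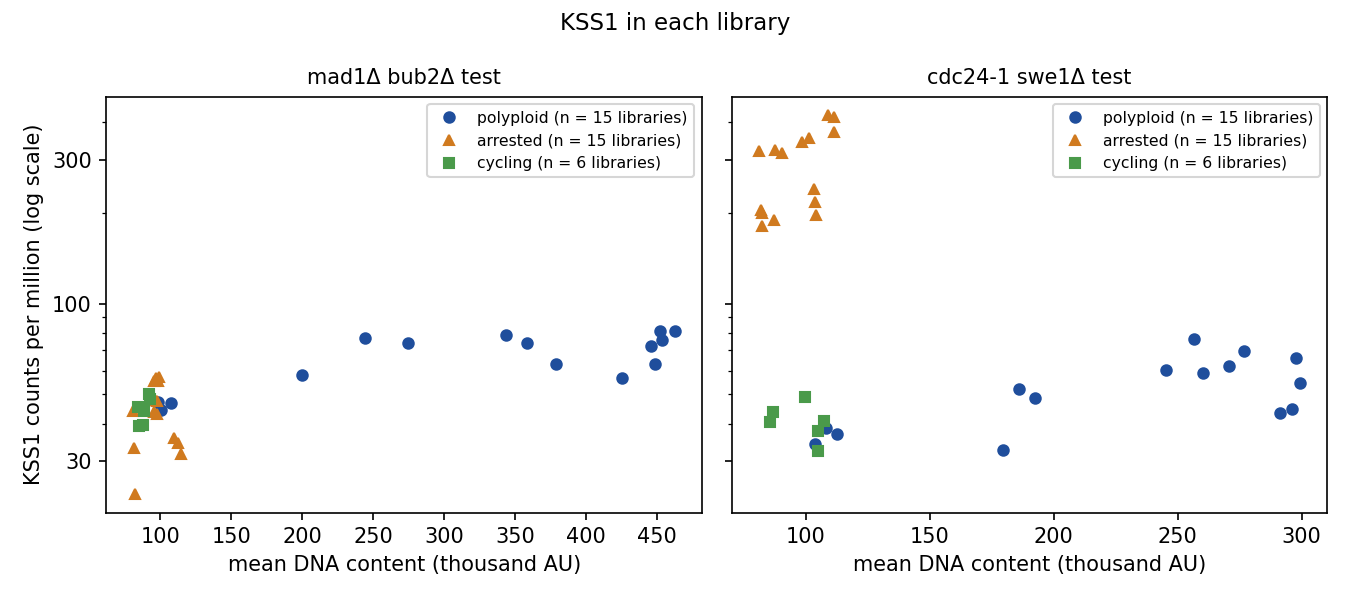
*KSS1* CPM (y axis, log scale) against the mean DNA content of the culture in kAU (x axis), each point a library, with polyploid cells as circles, arrested cells as triangles and cycling cells as squares. In the *cdc24-1 swe1Δ* test the 15 libraries of arrested cells lie above all 21 others.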

GO term enrichment analysis of the genes changed in expression with DNA content was significant (*P* < 0.01) only for terms associated with ergosterol biosynthesis (Supplementary Table 1). 

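The sterol genes of Supplementary Table 1 had the following slopes. *ERG25* (YGR060W, chromosome VII, 610564 to 611493) had −0.37 (standard error 0.051, Bonferroni-adjusted p = 7.5e-05 from edgeR) in the *mad1Δ bub2Δ* test and −1.47 (standard error 0.25, Bonferroni-adjusted p = 0.0055 from edgeR) in the *cdc24-1 swe1Δ* test. At 0 h *ERG25* stood at 3807 CPM in arrested cells of the *cdc24-1 swe1Δ* test and at 686 in polyploid cells, and over the alternatives its slope in that test lay between −1.87 and −0.30. *ERG3* (YLR056W, chromosome XII, 253861 to 254958) had slopes of −0.39 and −0.62 (Bonferroni-adjusted p = 2.0e-04 and 8.0e-04 from edgeR). *ERG5* (YMR015C, chromosome XIII, 300869 to 302485) had slopes of −0.38 and −0.75 (Bonferroni-adjusted p = 0.0021 and 4.9e-04 from edgeR). At 0 h it was also lower in polyploid than in arrested cells of the *cdc24-1 swe1Δ* test (log2 difference −1.05, Benjamini-Hochberg adjusted p = 4.2e-04 from edgeR). With cell type as a covariate its slope in that test was −0.27. *ERG10* (YPL028W, chromosome XVI, 498096 to 499292) was called in the *mad1Δ bub2Δ* test alone, with slopes of −0.28 and −0.32 (Bonferroni-adjusted p = 0.0018 and 0.056 from edgeR). *ERG13* (YML126C, chromosome XIII, 19060 to 20535) was called in the *cdc24-1 swe1Δ* test alone, with slopes of −0.15 and −0.45 (Bonferroni-adjusted p = 0.536 and 0.0015 from edgeR). *NSG2* (YNL156C, chromosome XIV, 341069 to 341968) was also called in that test alone, with slopes of −0.13 and −0.28 (Bonferroni-adjusted p = 0.323 and 0.0181 from edgeR). With DESeq2's Wald test, all 6 genes were called in both tests. With cell type as a covariate or the culture as a block, none of the 6 was called in both. *ERG25*, *ERG3*, *ERG5*, *ERG13* and *NSG2* were then not called in the *cdc24-1 swe1Δ* test, and *ERG10* and *ERG3* not in the *mad1Δ bub2Δ* test. The culture as a block also took away the calls of *ERG25* and *ERG5* in the *mad1Δ bub2Δ* test (Bonferroni-adjusted p = 0.145 and 0.0602 from edgeR). The slopes of all 6 stayed below 0 in both tests. GO annotation was not used here.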

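The pathway from acetyl-CoA to ergosterol was represented by 24 genes, listed from general knowledge of the pathway. In the *mad1Δ bub2Δ* test 23 of the 24 had slopes below 0, and their median slope was −0.11 (camera p = 2.4e-08 at an inter-gene correlation of 0.01, fry p = 3.9e-04). All 24 had slopes below 0 in the *cdc24-1 swe1Δ* test, with a median of −0.35 (n = 24 genes, camera p = 5.6e-14, fry p = 2.4e-08). Past the Bonferroni threshold were 4 of the 24 genes in the *mad1Δ bub2Δ* test and 7 in the *cdc24-1 swe1Δ* test. At the Benjamini-Hochberg threshold 9 and 21 genes were called over all genes tested, and 14 and 22 adjusted over the list alone. The median slope moved most with the culture as a block in the *mad1Δ bub2Δ* test, to −0.23, and without arrested cells in the *cdc24-1 swe1Δ* test, to −0.46. With the time point as a covariate it weakened in the *mad1Δ bub2Δ* test to −0.052 (n = 24 genes, camera p = 0.0036). Without the 5 of these genes that are in Supplementary Table 2, the medians were −0.093 and −0.34.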

Genes involved in this process are repressed in polyploids generated by both methods. We conclude that significant gene expression changes are associated with increased ploidy and shared between *mad1Δ bub2Δ* and *cdc24-1  swe1Δ* cells.

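Across the genes tested in both tests, the slopes of the 2 tests had a Pearson correlation of 0.267 and a Spearman correlation of 0.306, and genes are not independent replicates. The 17 genes called in both that rose had a median slope of 0.39 in the *mad1Δ bub2Δ* test and 0.70 in the *cdc24-1 swe1Δ* test, and the 13 that fell had −0.37 and −0.67. A difference between the slopes of the tests was called in 171 of 6148 genes, among them 5 of the 46 listed genes of the same direction. Without *cdc24-1 swe1Δ* polyploid culture 1, 2 or 3, it was called in 113, 111 or 107 genes. With cell type as a covariate, all 51 listed genes kept the sign of their slope in the *mad1Δ bub2Δ* test and 48 in the *cdc24-1 swe1Δ* test, where *DAM1*, *RME1* and *KSS1* changed sign. Of the 51, 28 and 3 then passed the Bonferroni threshold and 50 and 38 the Benjamini-Hochberg threshold. The paper compares polyploid cells made in 2 ways with arrested and cycling cells, takes the genes that change with DNA content in both comparisons, and concludes that significant expression changes go with increased ploidy and are shared by both kinds of polyploid cells.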

**Fig. 2.**
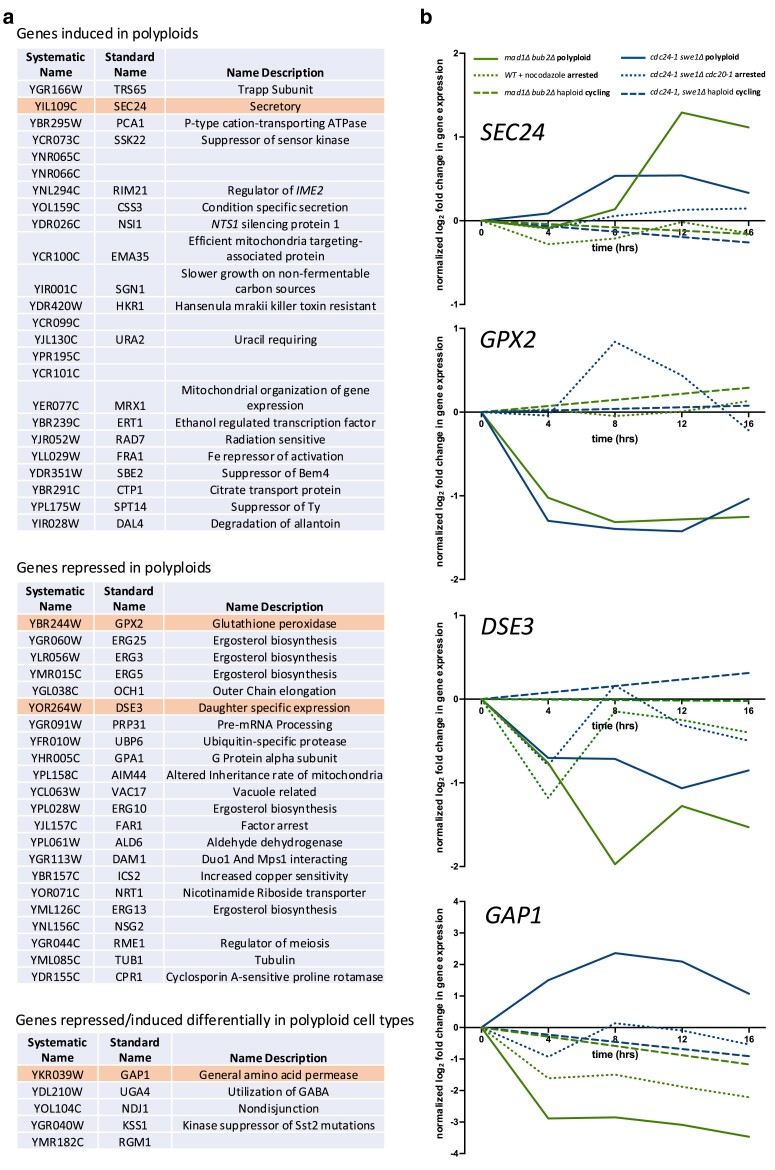
Gene expression signature characterizing polyploid cells. a) Genes differentially expressed in *mad1Δ bub2Δ* and *cdc24-1  swe1Δ* polyploid cells relative to their cell cycle-arrested and exponentially growing counterparts. Genes listed meet a significance level of *α* < 0.05 with Bonferroni’s correction in tests in both *mad1Δ bub2Δ* and *cdc24-1  swe1Δ* cells. Genes are distinguished by those induced in both polyploid cell types, repressed in both polyploid cells types, and induced in 1 polyploid cell type and repressed in the other. In each list, genes are ordered by ascending *P*-value, using the larger probability from the 2 tests (Supplementary Table 2, Supplementary Data). Highlighted genes appear in (b). b) Relative gene expression vs time of selected genes in *mad1Δ bub2Δ* and *cdc24-1  swe1Δ* cells. Gene expression levels are normalized to their values at experiment initiation. Lines represent the mean of 3 experimental replicates. Gene expression values were measured only at the beginning and end of the experiment (0 and 16 h) for haploid, cycling cells. Plots of additional genes and individual replicates are shown in Supplementary Fig. 9.

To test whether cellular ergosterol biosynthesis impacts maximal ploidy, we treated endomitotic cells with drugs that target this pathway. We used concentrations of these drugs that modestly (<30%) increased the population doubling time of haploid, exponentially growing *mad1Δ bub2*Δ and *cdc24-1  swe1*Δ cells (Supplementary Fig. 4). Endomitotic cells grown in fluconazole, terbinafine, amorolfine, and amphotericin B did not exhibit differences in cell viability or maximal ploidy with respect to endomitotic cells not treated with these drugs (Supplementary Fig. 4). Thus, treatment with inhibitors of ergosterol synthesis or abundance did not increase the maximal ploidy of endomitotic cells. Although genetic methods to increase the presence of cellular ergosterol exist, these confer demonstrated pleiotropic phenotypes to cells (Crowley *et al*. 1998). Because we were not able to experimentally maintain or increase the presence of cellular ergosterol without confounding variables, we did not determine whether decreased ergosterol synthesis was required for cells to reach maximal ploidy, or raised their viability at increased ploidy.

### Increasing medium osmolarity increases endomitotic cell viability and maximal ploidy

Because the remaining genes identified in our analysis did not suggest a mechanism limiting maximal ploidy, we sought to determine what is responsible for this limit by other means. As ergosterol is essential to plasma membrane integrity and we observed that maximally polyploid cells die by lysing within hours of reaching their final ploidy (Fig. 1, Supplementary Fig. 10), we tested whether protecting cells from lysing affected the maximum ploidy we observed. We reasoned that if cell lysis imposed a limit to DNA content, then preventing it would increase this limit.

Sorbitol is commonly used to prevent lysis of yeast cells with compromised cell walls, presumably by increasing extracellular osmolarity and reducing the turgor pressure exerted on cell membranes and walls (Hutchison and Hartwell 1967; Levin and Bartlett-Heubusch 1992; Irie *et al*. 1993; Lee *et al*. 1993). Consistent with our reasoning, adding 1 M sorbitol to growth media increased the maximal ploidy the cells reached (Fig. 3; Supplementary Fig. 6). These effects were most pronounced in *cdc24-1  swe1*Δ cells (Fig. 3c and d). When sorbitol was added to the growth media, 23.3% (range 20.1–28.7%) of all *mad1Δ bub2*Δ cells and 50.5% (range 49.6–52.2%) of all *cdc24-1  swe1*Δ cells displayed a DNA content of 32C after 16 h of growth (Fig. 3a and c). For the *mad1Δ bub2*Δ genotype, this represents a 1.4-fold increase, and for the *cdc24-1  swe1*Δ genotype, a >125-fold increase in the fraction of cells reaching 32C in DNA content. Furthermore, 12% (range 7.5–16.4%) of all *cdc24-1  swe1*Δ cells reached 64C, a DNA content that was only observed with increased extracellular osmolarity (Fig. 3c).

**Fig. 3.**
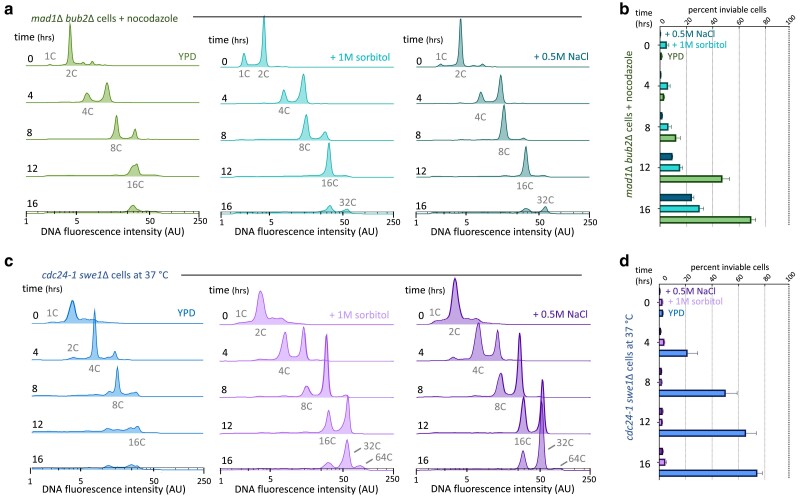
Maximal ploidy and viability of endomitotic cells are increased in high-osmolarity growth medium. a) DNA content of *mad1Δ bub2Δ* cells undergoing endomitosis in standard (described in Methods) and high-osmolarity media. b) Cell inviability of *mad1Δ bub2Δ* cells in standard and high-osmolarity media. c) DNA content of *cdc24-1  swe1Δ* cells undergoing endomitosis in standard and high-osmolarity media. d) Cell inviability of *cdc24-1  swe1Δ* cells in standard and high-osmolarity media. DNA content plots represent single experiments. Additional replicate experiments are included in Supplementary Fig. 6. Cell inviability values are the mean of 3 experiments.

Measuring cell viability in conditions with increased osmolarity also supported our hypothesis. When *mad1Δ bub2*Δ cells were grown in the presence of sorbitol, a greater proportion were viable at time points from 8 to 16 h (Fig. 3b). The addition of sorbitol to growth media increased the viability of *cdc24-1  swe1*Δ cells even more dramatically and across all time points (Fig. 3d).

The effects of increased osmolarity were not specific to sorbitol. Osmotic support provided by adding 0.5 M sodium chloride to growth medium increased both maximal ploidy and cell viability similarly to sorbitol (Fig. 3). When sodium chloride was added to growth media, 32.0% (range 26.4–38.1%) of all *mad1Δ bub2*Δ cells and 47.8% (range 36.0–57.9%) of all *cdc24-1  swe1*Δ cells displayed a DNA content of 32C after 16 h of growth (Fig. 3a and c). Additionally, 10.4% (range 10.1–10.6%) of all *cdc24-1  swe1*Δ cells displayed a DNA content of 64C (Fig. 3c). For both *mad1Δ bub2*Δ and *cdc24-1  swe1*Δ cells, the addition of sodium chloride also increased the viable proportion of cells at all time points (Fig. 3b and d). We conclude that increased medium osmolarity increases maximal ploidy by improving endomitotic cell viability.

### Modifying cell size affects endomitotic cell viability and maximal ploidy itself

If higher external osmolarity increases maximal ploidy by reducing physical stress on the cell surface, reducing cell size should have a similar effect. Budding yeast cells are approximately spherical, with thin cell walls relative to their diameter. Hence, force in the plane of the cell’s surface per unit area (surface/tangential stress; *σ_t_*) is approximated by the equation *σ_t_ = pr*/2*t*, where *p* is the turgor pressure, *r* is the cell radius, and *t* is the cell surface thickness (Koch 1990; Fig. 4a). Cell surface stress is therefore directly proportionate to both turgor pressure and cell radius and will increase as polyploid cells grow in size. Since reducing turgor pressure in polyploid cells by increasing the osmolarity of the growth media increased their maximal ploidy and viability (Fig. 3), we hypothesized that reducing the cell radius would have similar effects.

**Fig. 4.**
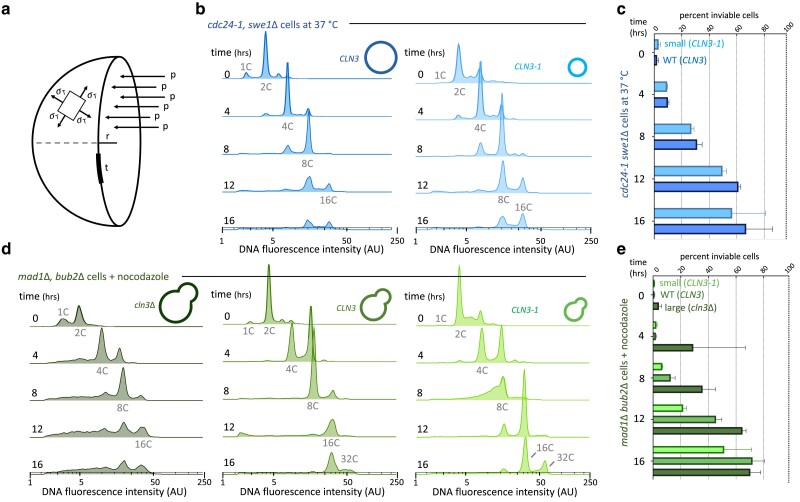
Maximal ploidy and viability of endomitotic cells are increased in cells of reduced size. a) Tangential stress (*σ_t_*) in the plane of a sphere’s surface. *P* = turgor pressure, *r* = cell radius, and *t* = surface thickness. b) DNA content of *cdc24-1  swe1Δ* cells with *CLN3* and *CLN3-1* undergoing endomitosis. c) Cell inviability of *cdc24-1  swe1Δ* cells. d) DNA content of *mad1Δ bub2Δ* cells with *cln3Δ*, *CLN3* and *CLN3-1* undergoing endomitosis. e) Cell inviability of *mad1Δ bub2Δ* cells. DNA content plots represent single experiments. Additional replicate experiments and DNA content of exponentially growing control cells are included in Supplementary Fig. 8. Cell inviability values are the mean of 3 experiments.

To test this hypothesis, we created mutants of *mad1Δ bub2*Δ and *cdc24-1  swe1*Δ cells with altered mean cell volume and, therefore, cell radius. To do so, we introduced both hypo- and hypermorphic alleles of the G1 cyclin-encoding gene, *CLN3*, into both strains. Cells lacking *CLN3* have longer G1 durations and initiate S phase at larger sizes (Nash *et al*. 1988). Cells possessing hypermorphic alleles of *CLN3* have reduced G1 durations and initiate S phase at smaller sizes ( Tyers *et al.* 1992). We made hypermorphs (*CLN3-1*) of *CLN3* by truncating the gene to remove a domain of its encoded protein that reduces the protein’s lifetime. Haploid *cln3*Δ cells are 67% larger, and *CLN3-1* cells are 10–29% smaller than cells expressing wild-type *CLN3* (Supplementary Fig. 1). In both *mad1Δ bub2*Δ and *cdc24-1  swe1*Δ cells, *CLN3-1* cells remain smaller, and in *mad1Δ bub2*Δ cells, *cln3*Δ cells remain larger than *CLN3* cells during 12 h of endocycling (Supplementary Fig. 2).

In both *mad1Δ bub2*Δ and *cdc24-1  swe1*Δ cells, making cells smaller led to higher ploidy and making them bigger reduced their maximal ploidy (Fig. 4; Supplementary Fig. 7). In *mad1Δ bub2*Δ cells, 2-fold more *CLN3-1* cells reached 32C in ploidy relative to cells expressing *CLN3* (Fig. 4d), but only half as many of the enlarged *mad1Δ bub2*Δ *cln3*Δ cells reached 16C in ploidy compared with cells of wild-type size, and none reached 32C in ploidy (Fig. 4d; Supplementary Fig. 7). These effects in maximal ploidy were reflected in the relative proportion of viable, polyploid cells (Fig. 4e). At all experimental time points, small, *CLN3-1*, cells had the largest proportion of viable cells and large, *cln3Δ*, cells had the smallest (Fig. 4e).

We saw similar effects of reducing cell size in *cdc24-1  swe1*Δ cells (Fig. 4b and c). 20% more of *CLN3-1 cdc24-1  swe1*Δ cells reached a maximal ploidy of 16C and a slightly greater proportion of these cells were viable, compared with cells of wild-type size (Fig. 4b and c). We could not test the effect of enlarging *cdc24-1  swe1*Δ cells, as we found *cdc24-1, swe1*Δ, and *cln3*Δ to be synthetically lethal in our strains. We conclude that maximal ploidy and polyploid cell viability are inversely related to cell size, consistent with cell surface stress limiting maximal ploidy.

## Discussion

We used budding yeast as a model to ask what limits the ploidy that eukaryotic cells can reach. Using 2 independent methods to allow cells to repeatedly duplicate their genomes, we found that yeast cells reach a maximum DNA content of 32–64C. Reducing cell size and increasing medium osmolarity raise maximum ploidy, supporting the hypothesis that cell surface stress limits ploidy.

We also identified gene expression changes that characterize newly formed and highly polyploid cells. We attribute these gene expression changes to increased ploidy itself for 2 reasons. First, they are shared between cells altered in independent ways to become polyploid. Second, these changes were not observed in cells that have increased in size but not ploidy.

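Over 16 h, arrested cells of the *mad1Δ bub2Δ* test changed in the listed direction in 35 of the 51 listed genes at a Benjamini-Hochberg adjusted p under 0.05 from edgeR, and against it in 1. Arrested cells of the *cdc24-1 swe1Δ* test changed in the listed direction in 30 and against it in 4. Adjusted over the list alone, which was chosen on these libraries and is not independent evidence, the counts in the listed direction were 37 and 30. Without a single arrested culture the counts lay between 24 and 26 in the *mad1Δ bub2Δ* test and between 23 and 27 in the *cdc24-1 swe1Δ* test. Without the library that holds *SWE1* counts, the *cdc24-1 swe1Δ* test gave 29. Polyploid cells changed in the listed direction in 51 and 43 of the genes, and cycling cells in 7 and 0, with 12 and 6 against it. The median change of the listed genes in the listed direction was 1.37 and 1.05 on the log2 scale in polyploid cells, 0.55 in arrested cells of each test and −0.18 in cycling cells of each test. The change of polyploid cells exceeded that of arrested cells in the listed direction, by the test of the difference, in 28 genes in the *mad1Δ bub2Δ* test and 11 in the *cdc24-1 swe1Δ* test, and in the other direction in 0 of each. Adjusted over the list alone, these were 31 and 15 genes.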

The most prominent change in gene expression we identified associated with increased ploidy was the repression of genes involved in ergosterol biosynthesis. 

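Over 16 h, the pathway genes (n = 24 genes) had a median log2 change of −0.86 in polyploid *mad1Δ bub2Δ* cells (camera p = 6.2e-10, fry p = 6.3e-09) and −0.85 in the arrested cells of that test (camera p = 4.1e-07, fry p = 2.2e-09). The changes of these 2 cell types were not distinguished over the pathway genes (n = 24 genes, median difference 0.17, camera p = 0.539, fry p = 0.695). The fit did not pair the 0 and 16 h libraries of a culture. By single genes, *ERG25* (−0.89), *ERG3* (−0.77) and *ERG5* (−0.93) fell more in polyploid cells at a Benjamini-Hochberg adjusted p under 0.05 from edgeR, and 0 of the 24 fell more in arrested cells (2 at an unadjusted p under 0.05). The median change in the *cdc24-1 swe1Δ* test was −1.10 in polyploid cells (n = 24 genes, camera p = 8.1e-13, fry p = 2.0e-10) and −0.58 in arrested cells (camera p = 8.4e-04, fry p = 4.2e-05), and the fall was larger in polyploid cells (median difference −0.52, camera p = 6.7e-06, fry p = 5.6e-04). In cycling cells the median change was 0.05 (n = 24 genes, camera p = 0.633, fry p = 0.676) in the *mad1Δ bub2Δ* test and 0.22 (camera p = 0.0016, fry p = 0.019) in the *cdc24-1 swe1Δ* test.

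**Figure D3:**
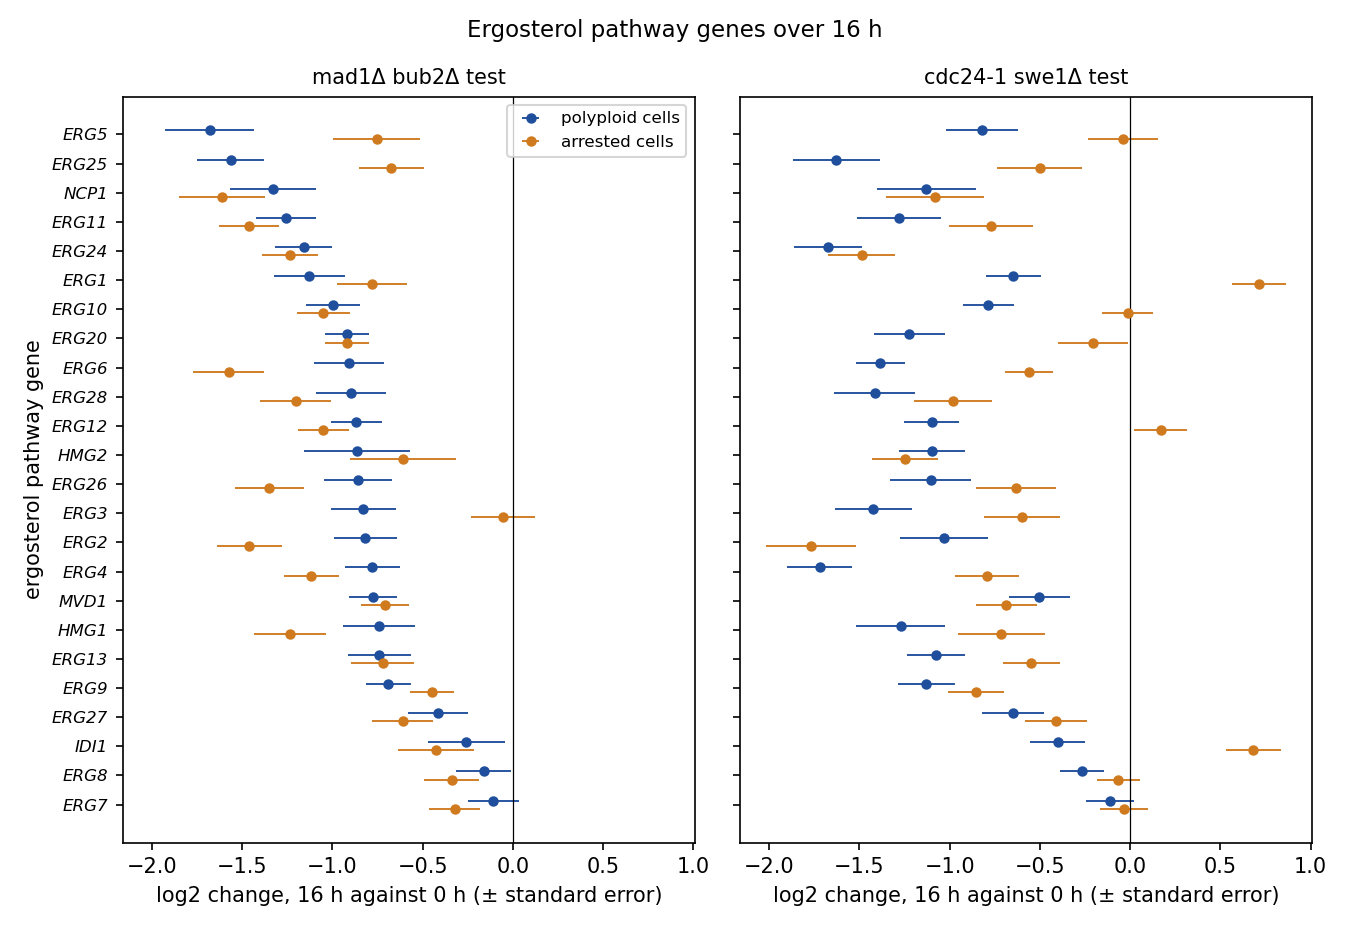
Log2 change from 0 to 16 h (x axis) of each of the 24 ergosterol pathway genes (y axis) in polyploid cells (blue) and arrested cells (orange) of the *mad1Δ bub2Δ* test (left) and the *cdc24-1 swe1Δ* test (right). Points are edgeR estimates from 3 cultures per time point and bars are standard errors. The median is −0.86 in polyploid and −0.85 in arrested cells on the left, and −1.10 and −0.58 on the right.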

Ergosterol is a component of cell membranes essential to their physical properties and function. The reduced abundance of cellular ergosterol (which is suggested by the repression of ergosterol biosynthesis genes) could serve to adapt cell membranes to increased stress, for example, and permit cells to reach greater ploidy. However, our experiments inhibiting ergosterol biosynthesis did not affect the maximum ploidy that cells attained, suggesting that ergosterol biosynthesis is not sufficient to affect the maximum ploidy of cells or that our treatments were insufficient to observe this effect.

Our study identified only 2 genes (GPA1 and NDJ1) in common with a previous study of gene expression changes associated with polyploidy (Wu *et al*. 2010). 

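*GPA1* (YHR005C, chromosome VIII, 113499 to 114917) had a slope of −0.22 (standard error 0.039, Bonferroni-adjusted p = 0.0083 from edgeR) in the *mad1Δ bub2Δ* test and −0.59 (standard error 0.084, Bonferroni-adjusted p = 1.3e-04 from edgeR) in the *cdc24-1 swe1Δ* test. At 16 h its log2 change was −1.01 ± 0.15 (SD, n = 3) in polyploid *mad1Δ bub2Δ* cells and −0.72 ± 0.23 in polyploid *cdc24-1 swe1Δ* cells, and it was −0.35 ± 0.19 and −0.74 ± 0.36 in the arrested cells of the 2 tests. The difference between polyploid and arrested cells was −0.67 in the *mad1Δ bub2Δ* test (Benjamini-Hochberg adjusted p = 0.036 from edgeR) and 0.0012 in the *cdc24-1 swe1Δ* test (Benjamini-Hochberg adjusted p = 0.999 from edgeR). *NDJ1* (YOL104C, chromosome XV, 116396 to 117454) had slopes of opposite sign, 0.38 (standard error 0.074, Bonferroni-adjusted p = 0.055 from edgeR) and −0.87 (standard error 0.17, Bonferroni-adjusted p = 0.038 from edgeR). Its change at 16 h was 1.38 ± 0.22 in polyploid *mad1Δ bub2Δ* cells and −1.06 ± 0.23 in polyploid *cdc24-1 swe1Δ* cells. With DESeq2's Wald test, *NDJ1* was called in both tests. Its edgeR call in the *cdc24-1 swe1Δ* test was lost in 9 fits that left out a culture or 1 library. It was also lost with cell type as a covariate, although the slope stayed below 0 in each of these fits.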

There are several differences between our study and this previous study that may explain the few genes identified in common. Our study identified gene expression changes associated with newly formed and successively increasing polyploidy, included cells of 8C, 16C, and 32C in ploidy, and incorporated controls for cell size. The study by Wu et al. identified expression changes characteristic of stably propagating tetraploid cells enlarged in size.

Reducing turgor pressure, by growing cells in hyperosmotic medium or reducing their size, increased the viability and maximal ploidy of endomitotic cells. Further, increasing cell surface stress by increasing cell size reduced cell viability and the fraction of cells that reach maximal ploidy. Taken together, our results support the hypothesis that reducing stress in the cell surface increases the viability of endomitotic cells, thus increasing their maximal ploidy. Our study did not address whether the surface of polyploid cells is compromised by an increased rate of cell growth (biomass added per unit of time) that may be associated with increased ploidy, absolute cell size, or a combination of both.

*Saccharomyces cerevisiae* possess an intracellular signaling pathway that senses and responds to cell wall compromise. Genetic mutations that both enhance and abolish the activity of factors required for this response have been characterized. Because, in our experience, these mutants independently and substantially impair cell viability, we could not rigorously test the contribution of this signaling pathway to the maintenance of polyploid cell viability or the limit to maximal ploidy.

Few examples exist in nature of cells that, by endoreplication, reach maximum degrees of ploidy (32–64C) near that of cells in this study (Orr-Weaver 2015). Two examples include subperineural glial cells of *Drosophila* (32C; Desalvo *et al*. 2011; Unhavaithaya and Orr-Weaver 2012) and giant neurons of slugs (10,000–200,000C; Lasek and Dower 1971; Yamagishi *et al*. 2012). These examples share in common characteristically flattened or elongated cell shapes distinct from budding yeast. The nearly spherical shape, and consequently low surface area-to-volume ratio, of *S. cerevisiae* may especially predispose these cells to stress on the cell surface, with increasing ploidy and size, that limits their viability.

## Supplementary Material

jkae286_Supplementary_Data

## Data Availability

Strains are available upon request. Gene expression data are available at GEO with the accession number: GSE275298. Detailed gene expression quantitation and statistics for all genes tested, including test statistics, are included in “Supplementary Data.” Supplementary Figures 1 and 2 contain cell volume measurements relevant to this study. Supplementary Figure 3 contains mean DNA contents assigned to each sample for the determination of gene expression changes associated with ploidy. Supplementary Figure 4 contains results of antifungal drug treatments on cell proliferation and endopolyploidy. Supplementary Figures 5–7 contain DNA content of cells from additional replicate experiments to those for which DNA content is depicted in Figs. 1, 3, and 4, respectively. Supplementary Figure 8 contains fluorescence intensity vs. forward scatter values from single, representative experiments used to determine cell viability and depicts gates used to quantitate the fraction of viable and inviable cells, and applied to all experiments. Supplementary Figure 9 contains plots of gene expression vs. time for selected genes whose expression changes significantly with ploidy. Supplementary Figure 10 contains live, fluorescence, time-lapse images of endocycling cells. Supplementary Table 1 contains results of GO term enrichment analysis of genes differentially expressed with polyploidy. Supplementary Table 2 contains all genes whose expression is changed significantly with ploidy (*α* < 0.05 after Bonferroni’s correction), their direction of change in expression with ploidy, and associated *P*-values. Supplementary Table 3 contains all strains used in this study. Supplemental material are available at G3 online.

# Supplementary material for: Cell integrity limits ploidy in budding yeast
**Source:** G3 (Bethesda). 2025 Jan 13;15(2):jkae286. doi: 10.1093/g3journal/jkae286
**Supplement:** jkae286_Supplementary_Data

**Supplementary Data Titles and Legends**

**Fig. S1. Example volumes of cells in this study. (A)** Volumes of endomitotic, *cdc24-1 swe1*Δ cells grown at 37°C. **(B)** Volumes of endomitotic, *mad1*Δ *bub2*Δ cells grown with nocodazole. **(C)** Volumes of haploid, *CLN3* and *CLN3-1, cdc24-1 swe1*Δ cells **(D)** Volumes of haploid, *CLN3*, *cln3Δ*, and *CLN3-1, mad1*Δ *bub2*Δ cells. **(C and D)** Mode cell volumes of each population of haploid cells are labeled in shades corresponding with genotype labels.

**Fig S2. Example volumes of endocycling cells with variant alleles of *CLN3*, with time. (A)** Volumes of endocycling *mad1*Δ *bub2*Δ cells (carrying *CLN3, CLN3-1*, and *cln3*Δ alleles) at times 0, 4, 8, 12, and 16 hours. **(B)** Volumes of endocycling *cdc24-1 swe1*Δ cells (carrying *CLN3,* and *CLN3-1* alleles) at times 0, 4, 8, 12, and 16 hours.

**Fig. S3** **Mean DNA content assigned to samples in the determination of gene expression changes associated with ploidy.** **(A)** *mad1*Δ *bub2*Δ (circles) and *MAD1 BUB2* cells (triangles). **(B)** *cdc24-1 swe1*Δ (circles) and *cdc24-1 cdc20-1 swe1*Δ (triangles) cells. Y-axis depicts mean DNA content (arbitrary units), from a sample of cells representing those used for gene expression analysis. Methods for determining these values are described in Materials and Methods - Differential expression testing.

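These values are the means to which each library's expression was fitted, so an error in them would pass into every slope. The spread between the 3 cultures of a condition was largest in polyploid *mad1Δ bub2Δ* cells at 4 h. With each culture left out in turn, the ratio of the mean at 16 h to that at 0 h stayed between 4.23 and 4.40 in polyploid *mad1Δ bub2Δ* cells and between 2.37 and 2.58 in polyploid *cdc24-1 swe1Δ* cells.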

**Fig. S4.** **Reducing cellular ergosterol with antifungal treatment does not affect maximal ploidy. (A)** Effect of chosen antifungal drugs and their concentrations on the proliferation of haploid cells. OD_600_ versus time for *mad1*Δ *bub2*Δ cells (circles; grown in the absence of nocodazole) and *cdc24-1* *swe1*Δ cells (squares; grown at room temperature) in the presence of antifungal drugs. Yellow lines represent the growth of cells in drug concentrations used in (B and C). **(B and C)** DNA content of endomitotic *mad1*Δ *bub2*Δ **(B)** and *cdc24-1* *swe1*Δ **(C)** cells in the absence and presence of antifungal drugs.

**Fig. S5. Additional experimental replicates (related to Fig. 1). (A)** DNA content over time of *mad1*Δ *bub2*Δ cells. **(B)** DNA content over time of *cdc24-1* *swe1*Δ cells.

**Fig. S6. Additional experimental replicates (related to Fig. 3).** **(A)** DNA content over time of *mad1*Δ *bub2*Δ cells, grown with nocodazole or DMSO, and 1M sorbitol or 0.5M NaCl. **(B)** DNA content over time of *cdc24-1* *swe1*Δ cells grown at 37°C or 25°C, and with 1M sorbitol or 0.5M NaCl.

**Fig. S7. Additional experimental replicates (related to Fig. 4).** DNA content over time of *cln3Δ, CLN3,* and *CLN3-1* endomitotic cells **(A)** Two additional experimental trials with *mad1*Δ *bub2*Δ cells grown in nocodazole. **(B)** Two additional experimental trials with *cdc24-1* *swe1*Δ cells grown at 37°C.

**Fig. S8. Thresholds used to determine cell viability.** All plots depict particle fluoresence intensity (AU; fluo) vs. forward scatter (AU; fwd sca). Particles are divided into 4 quadrants (clockwise from top left; Q1 = fluo +, fwd sca -; Q2 = fluo +, fwd sca +; Q3 = fluo -, fwd sca+; Q4 = fluo -, fwd sca-). For *mad1*Δ *bub2*Δ cells (left side), quadrant gates are set to remove anucleate cells that form during the experiment, before determining the fraction of inviable cells. For experiements with *mad1*Δ *bub2*Δ cells, the fraction of inviable cells = (# cells in Q2)/(# cells in Q2 + # cells in Q3). Thus, all particles in Q1 and Q4 are excluded from this calculation. Time = 0 is an exception, for which all quadrants are includd and the fraction of inviable cells = (# cells in Q1 + # cells in Q2)/(# cells in Q1 + # cells in Q2 + # cells in Q3 + # cells in Q4). For *cdc24*-1 *swe1*Δ cells, quadrant gates are set to distinguish only between fluo+ and fluo- cells. For all time points for these cells, Q1 and Q4 contain 0 cells, and the fraction of inviable cells = (# cells in Q2)/(# cells in Q2 + # cells in Q3). **(A)** Single, representative experiment comparing haploid *mad1*Δ *bub2*Δ cells (+DMSO) to endomitotic *mad1*Δ *bub2*Δ cells (+ nocodazole), and haploid *cdc24*-1 *swe1*Δ cells (25°C) and endomitotic *cdc24*-1 *swe1*Δ cells (37°C). **(B)** Single, representative experiment comparing enodmitotic cells grown with and without osmolytes added to growth medium. **(C)** Single, representative experiment comparing *cln3*Δ, *CLN3*, and *CLN3-1*, *mad1*Δ *bub2*Δ cells (+ nocodaozle) and comparing *CLN3* and *CLN3-1 cdc24*-1 *swe1*Δ cells (37°C).

**Figure S9. Gene expression versus time for selected genes. (A)** Common axes labels and legend for all plots in (B-D). **(B)** Normalized expression values (3 individual replicates) versus time for genes plotted in Fig. 10. **(C and D)** Normalized expression values (mean, above; individual replicates, below) versus time for additional genes, listed in Fig. 10. **(C)** Genes induced in polyploidy. **(D)** Genes repressed in polyploidy.

**Fig. S10. Endomitotic cells undergo lysis at high DNA content.** Fluorescence microscopy of endomitotic, *cdc24-1 swe1Δ* cells. Cells express Whi5-mCherry and Clb2-GFP fusion proteins, marking the nucleus in G1 and G2/M phase, respectively. Marked increase in fluorescence at 8 hours and later time points results from autofluorescence of lysed cells.

**Table S1. Significant Gene Ontology (GO) terms, describing the list of 51 genes differentially- expressed in polyploidy cells (Fig. 10; Table S2).** Go terms whose constituent genes are enriched in the polyploid expression signature with p < 0.01 are shown. FDR = false discovery rate.

**Table S2. Genes whose expression is changed significantly with ploidy.** “expr dir” = expression direction. “UP” = induced with increased ploidy. “DOWN” = repressed with increased ploidy. Only those genes whose p-values are significant (𝛼 < 0.05) after Bonferroni correction in tests in *mad1*Δ *bub2*Δ and *cdc24-1 swe1*Δ cells are included. p-values depicted do not reflect Bonferroni correction. Genes are ranked by the larger of their two p-values, from both tests (“maximum p-value”).

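Ranked by the larger of their p-values from edgeR's quasi-likelihood test, the first gene of the list was also *TRS65* (unadjusted p = 2.1e-16 and 4.1e-11), followed by *PCA1* (3.1e-10 and 7.6e-10) and *SSK22* (2.5e-09 and 9.9e-12). For 16 of the genes the slopes were compared with the paper's own slopes in the Supplementary Data, of which 1999 of the genes tested were read. The largest of the 32 differences was 0.017 on the log2 scale per 100000 AU.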

**Table S3.** Strains used in this study.

# Supplementary material for: Cell integrity limits ploidy in budding yeast
**Source:** G3 (Bethesda). 2025 Jan 13;15(2):jkae286. doi: 10.1093/g3journal/jkae286
**Supplement:** jkae286_Supplementary_Data

| **Gene Ontology term** | **Corrected P-value** | **Genes annotated to the term** |
| --- | --- | --- |
| [sterol desaturase activity](https://www.yeastgenome.org/go/GO:0070704) | 0.00884 | [YMR015C](https://www.yeastgenome.org/locus/YMR015C), [YLR056W](https://www.yeastgenome.org/locus/YLR056W) |
| [steroid biosynthetic process](https://www.yeastgenome.org/go/GO:0006694) | 0.00122 | [YGR060W](https://www.yeastgenome.org/locus/YGR060W), [YML126C](https://www.yeastgenome.org/locus/YML126C), [YLR056W](https://www.yeastgenome.org/locus/YLR056W), [YPL028W](https://www.yeastgenome.org/locus/YPL028W), [YNL156C](https://www.yeastgenome.org/locus/YNL156C), [YMR015C](https://www.yeastgenome.org/locus/YMR015C) |
| [sterol biosynthetic process](https://www.yeastgenome.org/go/GO:0016126) | 0.00122 | [YNL156C](https://www.yeastgenome.org/locus/YNL156C), [YMR015C](https://www.yeastgenome.org/locus/YMR015C), [YLR056W](https://www.yeastgenome.org/locus/YLR056W), [YPL028W](https://www.yeastgenome.org/locus/YPL028W), [YML126C](https://www.yeastgenome.org/locus/YML126C), [YGR060W](https://www.yeastgenome.org/locus/YGR060W) |
| [sterol metabolic process](https://www.yeastgenome.org/go/GO:0016125) | 0.00682 | [YLR056W](https://www.yeastgenome.org/locus/YLR056W), [YPL028W](https://www.yeastgenome.org/locus/YPL028W), [YNL156C](https://www.yeastgenome.org/locus/YNL156C), [YMR015C](https://www.yeastgenome.org/locus/YMR015C), [YGR060W](https://www.yeastgenome.org/locus/YGR060W), [YML126C](https://www.yeastgenome.org/locus/YML126C) |
| [steroid metabolic process](https://www.yeastgenome.org/go/GO:0008202) | 0.00866 | [YLR056W](https://www.yeastgenome.org/locus/YLR056W), [YPL028W](https://www.yeastgenome.org/locus/YPL028W), [YNL156C](https://www.yeastgenome.org/locus/YNL156C), [YMR015C](https://www.yeastgenome.org/locus/YMR015C), [YGR060W](https://www.yeastgenome.org/locus/YGR060W), [YML126C](https://www.yeastgenome.org/locus/YML126C) |
| [ergosterol biosynthetic process](https://www.yeastgenome.org/go/GO:0006696) | 0.00948 | [YML126C](https://www.yeastgenome.org/locus/YML126C), [YMR015C](https://www.yeastgenome.org/locus/YMR015C), [YGR060W](https://www.yeastgenome.org/locus/YGR060W), [YLR056W](https://www.yeastgenome.org/locus/YLR056W), [YPL028W](https://www.yeastgenome.org/locus/YPL028W) |
| [phytosteroid biosynthetic process](https://www.yeastgenome.org/go/GO:0016129) | 0.00948 | [YPL028W](https://www.yeastgenome.org/locus/YPL028W), [YGR060W](https://www.yeastgenome.org/locus/YGR060W), [YLR056W](https://www.yeastgenome.org/locus/YLR056W), [YMR015C](https://www.yeastgenome.org/locus/YMR015C), [YML126C](https://www.yeastgenome.org/locus/YML126C) |
| [cellular lipid biosynthetic process](https://www.yeastgenome.org/go/GO:0097384) | 0.00948 | [YGR060W](https://www.yeastgenome.org/locus/YGR060W), [YLR056W](https://www.yeastgenome.org/locus/YLR056W), [YPL028W](https://www.yeastgenome.org/locus/YPL028W), [YML126C](https://www.yeastgenome.org/locus/YML126C), [YMR015C](https://www.yeastgenome.org/locus/YMR015C) |

# Supplementary material for: Cell integrity limits ploidy in budding yeast
**Source:** G3 (Bethesda). 2025 Jan 13;15(2):jkae286. doi: 10.1093/g3journal/jkae286
**Supplement:** jkae286_Supplementary_Data

| **Strain Identifier** | **Genotype** | **Derived from** |
| --- | --- | --- |
| 2587 | *MatA ade2-1 leu2-3 ura3 trp1-1 his3-11, 15 can1-100 GAL psi+* | W303 |
| 41742 | *MatA swe1::kanMX cdc24-1 ade2-1 leu2-3 ura3 trp1-1 his3-11, 15 can1-100 GAL psi+* | Derived from G. Fink F528 (S288C) backcrossed 4 X to W303 |
| 41898 | *MatA cln3::LEU2 mad1::URA3 bub2::HIS3 ade2-1 leu2-3 ura3 trp1-1 his3-11, 15 can1-100 GAL psi+* | W303 |
| 41904 | *MatA CLN3-∆Cterm::NatMX swe1::kanMX cdc24-1 ade2-1 leu2-3 ura3 trp1-1 his3-11, 15 can1-100 GAL psi+* | Derived from G. Fink F528 (S288C) backcrossed 5 X to W303 |
| 41994 | *MatA mad1::URA3 bub2::HIS3 ade2-1 leu2-3 ura3 trp1-1 his3-11, 15 can1-100 GAL psi+* | W303 |
| 42001 | *Matα cdc20-1 swe1::kanMX cdc24-1 ade2-1 leu2-3 ura3 trp1-1 his3-11, 15 can1-100 GAL psi+* | W303 |
| 42010 | *MatA CLN3-∆Cterm::NatMX mad1::URA3 bub2::HIS3 ade2-1 leu2-3 ura3 trp1-1 his3-11, 15 can1-100 GAL psi+* | W303 |

How the deposited data were processed for this re-analysis (not part of the article)

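RNA was measured by sequencing in 72 libraries of yeast, 36 in each of 2 tests. The *mad1Δ bub2Δ* test held polyploid *mad1Δ bub2Δ* cells in nocodazole, arrested *MAD1 BUB2* cells in nocodazole and cycling *mad1Δ bub2Δ* cells. The *cdc24-1 swe1Δ* test held polyploid *cdc24-1 swe1Δ* cells, arrested *cdc24-1 swe1Δ cdc20-1* cells and cycling *cdc24-1 swe1Δ* cells. There were 12 conditions per test (5 time points of polyploid cells, 5 of arrested cells and 2 of cycling cells) with 3 replicate cultures each. The mean DNA content of each library was taken from the sample records, which carry the value that the authors assigned to it.

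The authors sequenced poly(A)-selected RNA, aligned the reads with STAR and quantified them with Salmon in the nf-core/rnaseq pipeline against the S288C R64-1-1 assembly. They deposited the estimated counts of each gene, rounded to whole numbers and not normalized. The authors also deposited log2(TPM + 1) values, which sum to the same TPM total in each library after the logarithm is undone, with ribosomal RNA included. The total of the estimated counts ran from 1597321 to 9987276 per library, with a median of 6918124. These totals limit the precision for genes of few counts, and a count of 0 allows up to 3. Ribosomal RNA took up to 47.6% of a library. Gene names and coordinates were taken from the RefSeq annotation of the R64 assembly, the same assembly release as the authors', and 6014 of the 6843 features in the count table were found there by their systematic name.

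Counts were normalized by TMM and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr over the conditions, estimateDisp, glmQLFit and glmQLFTest with their defaults). For each test, the coefficient of mean DNA content per 100000 AU was tested over its 36 libraries with no covariate, and a gene was called at a Bonferroni-adjusted p under 0.05. The difference between the slopes of the tests was fitted over the 72 libraries as an interaction of test and DNA content, with the same threshold. Changes over 16 h in each cell type, and the difference between the changes of polyploid and arrested cells, were tested in a fit with a coefficient for each condition, at a Benjamini-Hochberg adjusted p under 0.05. This fit held no term for the culture, so the 0 and 16 h libraries of a culture were not paired. Time courses are log2 CPM with a prior count of 2, relative to the mean at 0 h of the same cells. DNA content was compared by two-sided exact permutation tests, in which 3 against 3 cultures allow no p below 0.1. The paper tested DNA content with DESeq2, which was used here as an alternative (DESeq2 1.42.0), as was limma 3.58.1 on log2(TPM + 1). The paper's text does not name further variables of its tests or a filter on low counts.

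The ergosterol pathway was represented by 24 genes written down from general knowledge, and tested by camera with an inter-gene correlation of 0.01. Every camera call reported below 0.05 was also below 0.05 by fry. Listed genes are those of Supplementary Table 2. The rule for the genes named in the text was that they be named in the paper's text, Fig. 2b or Supplementary Table 1, be of opposite direction in Supplementary Table 2, be first in that table, be deleted in the strains, or be called in both tests and absent from that table, of which there were 0. Other listed genes could be named as members of the list. *STE2*, *STE3*, *HMRA1* and *MF(ALPHA)1* were chosen after their values were seen. These designs, the gene list and most alternatives were set before the data were examined. The fits were first explored with edgeR's robust option. The planned design does not name that option, so the default was used for the reported values.

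The alternatives were DESeq2's Wald test and size factors, no filter on low counts, at least 10 counts in every library, log2 of DNA content, cell type, time point, replicate number or culture as a covariate, leaving out arrested or cycling cells, polyploid cells alone, limma on log2 TPM, the Benjamini-Hochberg threshold, 12 h in place of 16 h, fits on the libraries compared alone, a prior count of 0.5, the pathway without the listed genes and leaving out single cultures in turn. For the changes over 16 h these were the cultures of the cell types compared, and for the slope difference between tests the polyploid cultures. The robust option, DESeq2 without a filter, the removal of ribosomal RNA features, the omission of 1 library and the comparison of DNA content within cultures were added after the data were seen. The paper states that the time points of a replicate come from the same culture, so the culture was used as a block. Deviations from the condition means had a median correlation of 0.042 between libraries of the same culture, and 41.3% of these 126 pairs were over 0.1.

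The fits were tested on simulated data made from the real means and library sizes with 200 genes changed. The slope tests recovered 200 of 200 in each test with 0 false calls, the slope difference 200 of 200, the change in arrested cells 176 and 174 of 200, and the difference between polyploid and arrested cells 71 and 57 of 200. At the simulated size, most differences between the changes of polyploid and arrested cells were therefore missed. The simulated slopes and changes were not matched in size, so these shares do not compare the power of the tests. The simulated data held no differences between strains or cultures, so false calls from such differences were not covered. Sequence similarity between genes was searched with blastn 2.17.0, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15. GO enrichment was not repeated, since GO annotation was not used here, and the flow cytometry of viability, cell size and antifungal treatment was not analysed here.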

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

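All tests of explanations in this part were chosen after the results were seen.

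The slopes on DNA content differed between the *mad1Δ bub2Δ* test and the *cdc24-1 swe1Δ* test in 171 genes, by a test of the difference itself. With the test labels of the cultures shuffled within cell types, 2 of 100 draws, the real one included, gave as many genes, and the largest other draw gave 193, so unequal cultures alone rarely give this count. The difference holds less within cell types, since 25 genes were called with cell type within each test as a covariate. The 171 genes include *SWE1* (*cdc24-1 swe1Δ* minus *mad1Δ bub2Δ*, −13.8, Bonferroni-adjusted p = 1.4e-05 from edgeR) and *BUB2* (3.53, Bonferroni-adjusted p = 2.2e-05 from edgeR). Both are deleted in strains of 1 test only, which is a known difference of genotype. For the other genes, treatment, strain and range of DNA content differ between the tests and stay open as untested biological explanations.

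Among these genes, the difference in slope (*cdc24-1 swe1Δ* minus *mad1Δ bub2Δ*) was 2.07 for *GAP1*, 1.71 for *UGA4*, −1.25 for *NDJ1*, −0.77 for *RGM1*, −1.10 for *ERG25* and −1.19 for *KSS1*. For *KSS1*, the slope in the *cdc24-1 swe1Δ* test may come from a difference between strains at the start. Its level rose by 0.81 over 16 h in polyploid *cdc24-1 swe1Δ* cells, although its slope over all libraries is below 0, and the arrested strain, of the other mating type, starts higher. *ERG25* also started higher in that arrested strain, at 3807 against 686 CPM. It fell in polyploid cells, and its slope kept its sign with cell type as a covariate, below the threshold for a call. However, that slope went from −1.47 to −0.30 with the covariate. In the *mad1Δ bub2Δ* test the slope of *ERG25* lay between −0.41 and −0.33 over the settings. A difference between strains at the start therefore stays open for its difference in slope. For *GAP1*, *UGA4*, *NDJ1* and *RGM1* no technical explanation was tested. A treatment that acts alike on all cells would change arrested cells of the same test in the same way. *UGA4* changed by −3.29 in polyploid and 1.01 in arrested cells of the *mad1Δ bub2Δ* test over 16 h, a difference of −4.31 (standard error 0.60). The differences in the *cdc24-1 swe1Δ* test were −2.07 for *NDJ1* (standard error 0.38) and −2.15 for *RGM1* (standard error 0.36). For *GAP1* they were −1.35 in the *mad1Δ bub2Δ* test and 1.45 in the *cdc24-1 swe1Δ* test, the latter with a Benjamini-Hochberg adjusted p of 0.083 from edgeR. No difference was called for *UGA4* in the *cdc24-1 swe1Δ* test (0.14), or for *NDJ1* (0.59) and *RGM1* (1.30) in the *mad1Δ bub2Δ* test, and there the treatment alone stays open. The polyploid and arrested cells also differ in strain and cell cycle state. Ploidy, genotype, cell cycle state and their combination with the treatment therefore stay open.

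The change over 16 h differed between polyploid and arrested cells in 1441 genes in the *mad1Δ bub2Δ* test and in 716 genes in the *cdc24-1 swe1Δ* test. In each test, 1 of the 10 splits of the 6 cultures, the real one, gave as many genes, and the others gave 0. With 10 splits this share cannot fall below 0.1, so a chance division of the cultures cannot be told apart from the cell types by it. In the *mad1Δ bub2Δ* test, polyploid and arrested cells share the drug and differ in genotype and ploidy. In the *cdc24-1 swe1Δ* test, they share the temperature and differ in the *cdc20-1* allele, the mating type, the strain derivation that the paper lists and ploidy. The polyploid cells of both tests kept replicating while the arrested cells were held in mitosis, so cell cycle state differs too. The paper also reports that inviability rises with DNA content in polyploid cells. The design holds ploidy and these differences together, so the data do not separate them.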

How the results depend on the processing

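The ergosterol pathway genes kept the direction of their median slope and their side of the threshold under every alternative run. Leaving out each culture in turn gave medians from −0.13 to −0.084 in the *mad1Δ bub2Δ* test and from −0.39 to −0.30 in the *cdc24-1 swe1Δ* test. The ratio of DNA content at 16 h to 0 h in polyploid cells lay between 4.23 and 4.40 and between 2.37 and 2.58 with each culture left out, and at 4.34 and 2.44 on the log2 scale. The listed genes changing in arrested cells were 35 and 30, and stayed within 1.5 times these counts under every alternative, from 24 to 26 with each arrested culture left out, and from 23 to 29 with each arrested culture or 1 library left out.

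The 191 genes called for a change with DNA content in the *mad1Δ bub2Δ* test became 304 with DESeq2's Wald test (148 up, 156 down, against 114 and 77), 318 with the time point as a covariate, 562 without arrested cells, 71 with limma on log2 TPM, and 1116 at the Benjamini-Hochberg threshold. The 290 genes of the *cdc24-1 swe1Δ* test became 506 with DESeq2 (239 up, 267 down, against 166 and 124), 72 with cell type as a covariate (26 up, 46 down), 796 with the time point, 40 with the culture as a block, 733 without arrested cells, 76 in polyploid cells only, 185 with limma on log2 TPM (145 up, 40 down) and 1813 at the Benjamini-Hochberg threshold. On log2 TPM the median slope of all genes in this test was 0.11, against 0.00071, so those slopes are shifted upward. DESeq2 without a filter, added after the data were seen, called 297 and 500 genes. Leaving out each culture or 1 library in turn gave 83 to 193 genes and 147 to 280 genes. The fits on polyploid cells only use fewer libraries, but in the *mad1Δ bub2Δ* test they called more genes (179 up, 85 down, against 114 and 77). Fewer libraries are therefore not shown to be the cause. The cause was not tested for any of these settings.

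The 30 genes called in both tests in the same direction became 46 with DESeq2's Wald test, 5 with cell type as a covariate, 54 with the time point, 3 with the culture as a block, 200 without arrested cells, 12 in polyploid cells only, 6 with limma on log2 TPM and 370 at the Benjamini-Hochberg threshold. The 0 genes of opposite direction (175 at an unadjusted p under 0.05 in both tests) became 5 with DESeq2, 1 with log2 DNA content, 4 with the time point as a covariate, 2 without cycling cells, 5 with DESeq2 without a filter and 70 at the Benjamini-Hochberg threshold. Of the paper's list, 30 genes were called in both tests, 51 with DESeq2, 50 with DESeq2 without a filter, 2 with cell type as a covariate, 1 with the culture as a block, 4 in polyploid cells only, 5 with limma on log2 TPM and 51 at the Benjamini-Hochberg threshold. With each culture or 1 library left out in turn, 15 to 32 genes were called in both tests in the same direction, 15 to 32 of the list, and 0 in opposite directions. DESeq2's 51 genes include the 30, and the 200 genes called without arrested cells include 19 of them. The cause was not tested.

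The replicate number as a block across cell types (replicate block) gave 26 genes in both tests, 177 in the *mad1Δ bub2Δ* test and 265 in the *cdc24-1 swe1Δ* test, and changed no other count by more than 1.5 times. The numbers do not pair cultures of different cell types, whose deviations had a median correlation of −0.0048.

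The difference between polyploid and arrested cells over 16 h was called in 1441 genes and in 716. The counts ran from 867 to 1388 with each polyploid or arrested culture left out in turn, and from 272 to 866 with each of these or 1 library left out. Limma on log2 TPM called 215 genes in the *cdc24-1 swe1Δ* test. The 171 genes whose slope differs between the tests became 25 with cell type within each test as a covariate, 87 with limma on log2 TPM and 1008 at the Benjamini-Hochberg threshold, and ran from 107 to 160 with each polyploid culture or 1 library left out. Arrested and cycling cultures were not left out for that count. The cause was not tested.

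The slope of *KSS1* in the *cdc24-1 swe1Δ* test reversed with cell type as a covariate (0.42), with the culture as a block (0.43), without arrested cells (0.32) and in polyploid cells only (0.38). Each of these settings takes out the arrested strain or its difference from the other cells. Of the other results of named genes under the alternatives, 755 were counted as unchanged, 111 lost their call, 36 gained a call and 22 values without a test moved. Results counted as unchanged could still differ in size. The slope of *TRS65* in the *mad1Δ bub2Δ* test was 0.504 and ran from 0.459 to 0.660 over the settings without losing its call. In the *cdc24-1 swe1Δ* test it was 0.570 and ran from 0.441 to 0.653. There it lost its call with cell type as a covariate, with the culture as a block and in polyploid cells only. The total counts limit the time courses of genes of few counts such as *GPX2*, which stood at 24.9 CPM at 0 h in polyploid *mad1Δ bub2Δ* cells.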

Differences from the paper's values

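The paper lists 51 genes changed in both tests, and edgeR called 30. Of the alternatives set before the data were examined, DESeq2's Wald test, the tool the paper's methods name, called 51, all of them the listed genes, and the time point as a covariate called 58, of which 20 are listed. None of the other alternatives came within 1.5 times the paper's count. These gave 29 with DESeq2's size factors, 31 with no filter, 31 with at least 10 counts in every library, 32 with log2 DNA content, 5 with cell type as a covariate, 26 with the replicate number as a block, 3 with the culture as a block, 200 without arrested cells, 23 without cycling cells, 12 in polyploid cells only, 6 with limma on log2 TPM, 440 at the Benjamini-Hochberg threshold and 15 to 30 with a culture left out. DESeq2 without a filter on low counts, chosen after seeing the values, called 50 of the listed genes. Some listed genes outside the 30 were called in both tests by settings other than DESeq2. Apart from fits without a single culture or library, they were 1 with DESeq2's size factors, 1 with no filter, 2 with at least 10 counts and 4 with log2 DNA content. There were also 2 with the time point, 5 without arrested cells, 4 without cycling cells and 21 at the Benjamini-Hochberg threshold. Some fits without a single culture or library added such genes too. Without *cdc24-1 swe1Δ* arrested culture 2, 28 listed genes were called in both tests, 25 of them among the 30. Without the library that holds *SWE1* counts, 32 were called, 28 of them among the 30.

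Of the paper's 51 genes, 46 change in the same direction by its Supplementary Table 2, against 30 here. DESeq2's Wald test gave 46, the time point as a covariate 54, and 31 each came from no filter, at least 10 counts in every library and log2 DNA content, all within 1.5 times the paper's count. The other alternatives set before the data were examined gave 29 with DESeq2's size factors, 5 with cell type, 26 with the replicate number, 3 with the culture, 200 without arrested cells, 21 without cycling cells, 12 in polyploid cells only, 6 with limma on log2 TPM, 370 at the Benjamini-Hochberg threshold and 15 to 30 with a culture left out.

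The paper gives 5 genes of opposite direction, against 0 here (175 at an unadjusted p under 0.05 in both tests). DESeq2's Wald test gave 5 and the time point as a covariate 4. Without cycling cells there were 2, with log2 DNA content 1, at the Benjamini-Hochberg threshold 70, and 0 under each of the other alternatives set before the data were examined. DESeq2 without a filter, chosen after seeing the values, gave 5.

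In polyploid *cdc24-1 swe1Δ* cells at 16 h, the log2 change of *GPX2* is about −1.0 in Fig. 2b, read by eye, and was −1.3 here. It was −0.71 on log2 TPM, −1.33 with a prior count of 0.5, −1.31 with DESeq2's size factors and −1.51 to −1.18 with a culture left out. In polyploid *mad1Δ bub2Δ* cells at 16 h, the log2 change of *DSE3* is about −1.5 in Fig. 2b, read by eye, and was −1.70 here. It was −1.27 on log2 TPM, −1.71 with a prior count of 0.5, −1.69 with DESeq2's size factors and −1.77 to −1.65 with a culture left out. None of the alternatives set before the data were examined closed either gap.

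The paper states that its changes were absent in cells that grew without gaining ploidy. Here 35 of the 51 listed genes changed in the listed direction in arrested cells of the *mad1Δ bub2Δ* test over 16 h and 30 in those of the *cdc24-1 swe1Δ* test. The change was larger in polyploid than in arrested cells, by the test of the difference, for 28 and 11 of the listed genes.

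The paper names *NDJ1* among the genes changed in both tests. Its Bonferroni-adjusted p from edgeR in the *mad1Δ bub2Δ* test was 0.055, and from DESeq2 0.0020. *GAP1*, *UGA4*, *RGM1*, *ERG10*, *ERG13* and *NSG2*, which the paper lists as changed in both tests, were each not called in at least 1 test by edgeR and were called in both by DESeq2, and *KSS1* was called by edgeR in the *mad1Δ bub2Δ* test alone.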

Other observations

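The explanations in this part, and the tests applied to them, were chosen after the results were seen. Some of these tests reuse fits that were set before the data were examined. Those are cell type as a covariate, limma on log2 TPM and the changes over 16 h.

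With the DNA content values shuffled among the libraries of a test, 1 of 100 draws, the real one, gave as many called genes in the *mad1Δ bub2Δ* test and in the *cdc24-1 swe1Δ* test, as many genes called in both tests in the same direction, as many genes of the paper's list called in both, and as large an absolute median slope of the ergosterol pathway genes in either test. The largest other draws gave 2 and 33 genes, 0 genes in both and 0 of the list. Because the list was chosen on these libraries with their real values, its count is not independent evidence. The shuffle also did not keep libraries of a culture or cell type together, so it does not test for differences between cultures or cell types. For the listed genes changing in arrested cells, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes in each test, and a chance division of the libraries cannot be told apart from the time points by 10 splits.

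The slopes on DNA content of the listed genes could come from differences between strains at the start. With cell type as a covariate, 51 listed genes kept their direction in the *mad1Δ bub2Δ* test and 48 in the *cdc24-1 swe1Δ* test. Past the Benjamini-Hochberg threshold were then 50 and 38, with *KSS1* reversed among the 38. For the others this argues against differences at the start as the only source of the slopes. Because the list was chosen on these libraries, these counts are not independent evidence. In the *cdc24-1 swe1Δ* test only 3 passed the Bonferroni threshold, against 38 without the covariate. A contribution of strain differences therefore stays open there. The slope had a median of 1.22 and 0.816 times its value without the covariate. For *KSS1* the change of 0.81 over 16 h in polyploid *cdc24-1 swe1Δ* cells goes against its slope, and a difference between strains stays open there. *DAM1* and *RME1*, chosen after their values were seen, had slopes in the *cdc24-1 swe1Δ* test of −0.76 and −0.88, and of 0.026 and 0.022 with cell type as a covariate. At 0 h, 7 and 17 of the listed genes differed between polyploid and arrested cells in the listed direction, and 4 and 0 against it.

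The fall of the ergosterol pathway genes over 16 h may be a change that polyploid and arrested cells of the *mad1Δ bub2Δ* test share, since the difference between these cells had a camera p of 0.539 (n = 24 genes), with *ERG25*, *ERG3* and *ERG5* as exceptions that fell more in polyploid cells. A shared change alone is argued against in the *cdc24-1 swe1Δ* test by the larger fall in polyploid cells (n = 24 genes, camera p = 6.7e-06).

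The library labelled as the second replicate of the arrested cells of the *cdc24-1 swe1Δ* test at 16 h holds 152 counts of *SWE1*, which is deleted in that strain. A wholly mislabelled library of another strain is argued against by 2 genes of MATα cells. *STE3* was at 30.9 CPM in it and at most at 24.4 in libraries of MATa strains, and *MF(ALPHA)1*, examined after *STE3* was seen to be close, at 21.9 against at most 11.5. A mixture with RNA of another library could explain the counts. Among mixtures of the other replicates with each condition, the best used 58% of polyploid *mad1Δ bub2Δ* cells at 12 h and left 24.2% of the misfit. Under that mixture, *BUB2* would be lowered, and it was at 26.1% of its mean in the other replicates. *SWE1* was at 24.3 CPM against 46.1 predicted, and *STE2* at 556 against 254, so the mixture does not account for all genes and whether this is the source cannot be told apart from another. No biological explanation was tested.

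Of the listed genes induced in both tests, 10 of 24 lie within 30 kb of a chromosome end. Among all 5681 genes considered, the 24 included, 331 do (Fisher's exact test of the 24 against the rest, p = 3.7e-07). This test treats genes as independent, so its p may be too small. Among the listed induced genes, YCR099C, *EMA35* and YCR101C are neighbours, and *EMA35* resembles YNR066C in sequence. The other genes near chromosome ends did not rise as a set with DNA content in the *mad1Δ bub2Δ* test (n = 327 genes, camera p = 0.110) or in the *cdc24-1 swe1Δ* test (n = 323 genes, camera p = 0.273), which leaves open whether a change near chromosome ends could be the cause.

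Looking over all chromosomes, genes of chromosome XII rose over 16 h in nocodazole, by a median log2 change relative to all genes of 0.37 in polyploid and 0.40 in arrested cells of the *mad1Δ bub2Δ* test. In 0 of 10000 random gene lists was the median as high in either. After regression on GC content, gene length and expression level the medians were 0.38 and 0.44, which argues against these 3. All 7 windows along the chromosome lay above the genome's median in all 3 replicates in polyploid cells, and 7 in arrested cells, which argues against a few genes next to the ribosomal DNA. In untreated cycling cells of the *mad1Δ bub2Δ* strain the median was −0.027, which argues against time in culture for the polyploid cells. The arrested cells are of another strain, for which time in culture was not tested. The medians in the *cdc24-1 swe1Δ* test, without nocodazole, were smaller, 0.08 in polyploid and 0.12 in arrested cells, and were reached by 131 and 12 of 10000 random gene lists. A candidate explanation is extra copies of chromosome XII, which cannot be told apart from a change of expression, since copy number was not measured.

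Limma on log2 TPM called fewer genes in both tests than edgeR. The ribosomal RNA sharing the TPM total is argued against as the cause for the genes called in both tests, since 6 were called after it was removed and the rest rescaled. For the calls of each test by itself the removal made a difference in 1 of them. It took the *cdc24-1 swe1Δ* test from 185 to 274 genes, against 290 with edgeR, and the *mad1Δ bub2Δ* test from 71 to 67, against 191.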
